# MDM4 was associated with poor prognosis and tumor-immune infiltration of cancers

**DOI:** 10.1186/s40001-024-01684-z

**Published:** 2024-01-27

**Authors:** Jie Liu, Jie Yang, Qilong Pan, Xiangyu Wang, Xinyin Wang, Han Chen, Xiaoling Zheng, Qingling Huang

**Keywords:** MDM4, Pan-cancer, Prognostic biomarker, Tumor-immune infiltration, Inhibitor

## Abstract

MDM4 is one of the MDM protein family and is generally recognized as the key negative regulator of p53. As a cancer-promoting factor, it plays a non-negligible role in tumorigenesis and development. In this article, we analyzed the expression levels of *MDM4* in pan-cancer through multiple databases. We also investigated the correlations between *MDM4* expression and prognostic value, immune features, genetic mutation, and tumor-related pathways. We found that *MDM4* overexpression is often accompanied by adverse clinical features, poor prognosis, oncogenic mutations, tumor-immune infiltration and aberrant activation of oncogenic signaling pathways. We also conducted transcriptomic sequencing to investigate the effect of MDM4 on transcript levels in colon cancer and performed qPCR to verify this. Finally, we carried out some in vitro experiments including colony formation assay, chemoresistance and senescence-associated β-galactosidase activity assay to study the anti-tumor treatment effect of small molecule MDM4 inhibitor, NSC146109. Our research confirmed that MDM4 is a prognostic biomarker and potential therapeutic target for a variety of malignancies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40001-024-01684-z.

## Introduction

Cancer is the leading cause of death throughout the world according to estimations from the World Health Organization (WHO), which imposes a substantial health and economic burden because of its high mortality [1]. Traditional treatments like surgery, chemotherapy or radiation therapy, prolong survival in patients with tumors, and encounter stringent bottlenecks simultaneously. For several years now, molecular-targeted therapy and immunotherapy have become promising approaches to own higher response rates and better prognosis in malignancies treatment. Discovering novel tumor biomarkers for early detection and widening the potential therapy options have substantial societal and medical impacts.

The MDM gene family, called mouse double minute because of the isolation from small extrachromosomal bodies present in the mouse cell line, comprises MDM2 and MDM4 [2]. MDM2, first identified in 1992, has been elucidated to stimulate tumors’ development in multiple cancers through activating the ubiquitination of p53 mediated by the proteasome. Mouse Double Minute 4 (*MDM4*), also known as *MDMX*, has been mapped to chromosomal 1q32, the encoded protein of which consists of 490 amino acids. 

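In GENCODE release 29 on GRCh38, the gene lies on the plus strand of chromosome 1 from 204516379 to 204558120, a span of 41742 bases, with 17 annotated transcripts. A coding transcript of 10073 bases has 11 exons and a coding sequence of 1473 bases, stop codon included, for a protein of 490 amino acids. Its last exon runs from 204549113 to 204558120.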

As one of MDM family members, MDM4 has similar activities to MDM2 and also plays a negative regulatory role in p53 levels [3]. The N-terminal of MDM4 is a p53 binding domain that can bind with the transcriptional activation domain to inhibit p53 from activating its target genes. During the connection procedure, the N-terminal of p53 projects three hydrophobic residues (phe19, trp23, and leu26) into the hydrophobic cleft on the surface of MDM4 [4]. The central acidic domain and zinc-finger domain contribute to protein folding and functional regulation. The MDM4 C terminus comprises a RING domain in combination with MDM2 and promotes its regulation of p53 [5].

The impact of MDM4 on tumor development also depends on its alternative splicing, including the two most studied isoforms, MDM4-FL (full-length) and MDM4-SF (short form). MDM4-FL exhibits stronger protein stability, while the high expression of MDM4-S is ubiquitous in tumor cells [6, 7]. MDM4 isoforms are also closely related to tumor progression. For example, high expression of MDM4-A (one of MDM4 isoforms) in human melanoma samples is correlated with poor prognosis [8], while high MDM4-ALT2 expression in rhabdomyosarcoma likely foreshadows an increased risk of metastasis [9]. Although extensive research has been carried out on the carcinogenic effects of MDM4, the role of MDM4 in pan-cancer is still elusive.

In this research, we analyzed the correlations between *MDM4* expression and prognostic value, immune features, genetic mutation, or tumor related pathways in pan-cancer through multiple databases. Furthermore, we explored the anti-tumor efficacy of small molecule MDM4 inhibitor in vitro experiments. In brief, our studies shows that MDM4 is emerging as an attractive therapeutic target for a variety of malignant neoplasms.

## Materials and methods

### Gene expression analysis

From the UCSC database (https://xenabrowser.net/datapages/), we downloaded the processed TCGA pan-cancer RNA-seq data as normalized transcripts per million (TPM) value which was further transformed to log_2_(TPM + 1). R (version 3.6.4) software was applied to calculate the gene expression levels, and the Wilcoxon Rank Sum and Signed Rank Tests were applied for significant difference analysis. The SangerBox website [10] is an online platform which was used for analysis and visualization. In addition, we also obtained the mRNA expression data of cell lines from the Cancer Cell Line Encyclopedia database (https://depmap.org/portal/gene/MDM4?tab=overview), and the protein expression data of MDM4 from the Human Protein Atlas (https://www.proteinatlas.org/ENSG00000198625-MDM4/pathology). Statistical results were analyzed using GraphPad Prism.

### Clinical data analysis

Statistical analysis was sequentially performed for the integrated TCGA Pan-Cancer clinical data, including clinicopathologic variables, serum biochemical parameters and follow-up information [11]. For more than two groupings, *p* values were corrected for Dunn’s multiple comparisons test using the Bonferroni approach. The differences reaching statistical significance in the results were visualized by the R package “pROC” (version 1.17.0.1) and “ggplot2” (version 3.3.3). Using the R package “survminer” (version 0.4.9) and “survival” (version 3.2), Kaplan–Meier (KM) survival curves of overall survival (OS), disease-specific survival (DFS) and progress-free interval (PFI) were plotted by the minimum *p* value (Cox regression analysis) approach.

### Mutation and immune infiltration analysis

Simple nucleotide variation (SNV) datasets generated by Mutect2 and copy number variation (CNV) datasets generated by GISTIC were downloaded. Functions in the R package “maftools” (version 2.8.05) [12] were called to calculate the tumor mutation burden (TMB), homologous recombination deficiency (HRD), loss of heterozygosity (LOH), mutant-allele tumor heterogeneity (MATH), microsatellite instability (MSI), and Neoantigens. The Spearman's correlation coefficients were presented as radar charts by the R package “ggradar” (version 0.2). Kruskal–Wallis rank sum test was performed to establish the significance of differences among the CNV neutral-, gain- or loss- groups.

Heatmap of immune cell-infiltration abundance was done utilizing different mRNA-based immune infiltration prediction algorithms such as TIMER [13], MCPCounter [14], EPIC [15], ssGSEA, and ESTIMATE [16]. “Corr. test” function in R package “psych” (version 2.1.6) was used to calculate the Pearson’s correlation coefficient between the *MDM4* mRNA expression level and the degree of immune cell infiltration.

### Functional annotation and enrichment analysis

We performed the clusterProfiler (version 4.2.0) R package [17] to Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG) [18–20], and Gene Set Enrichment Analysis (GSEA) for the differentially expressed genes (DEGs). The enrichment results and volcano plot were visualized by “ggplot2” (version 3.3.3). Adjusted *p* value < 0.05 was considered as significant.

### Cell culture and viability assay

Human cell lines HCT116, 786-O and A549 were purchased from Hunan Fenghui Biotechnology Co., Ltd. (Changsha, China). Cell lines SW480, MCF-7 and Huh7 were purchased from National Collection of Authenticated Cell Cultures (Shanghai, China). THP-1 was purchased from Fuzhou Zolgene Biotechnology Co., Ltd. (Fuzhou, China). HCT116 and 786-O were cultured in RPMI1640, A549 in DMEM/F12, SW480, MCF-7 and Huh7 in DMEM. THP-1 was cultured in RPMI1640 with 0.05 mM β-mercaptoethanol. These media were supplemented with 10% FBS, 1% antibiotics, and cells maintained in a 37 ℃ incubator with 5% CO_2_. NSC146109 (HY-108638, MedChemExpress, USA) and Oxaliplatin (OXA) were dissolved in DMSO at a final concentration of 10 mM and stored at − 20 ℃. The stock was diluted to the required concentration with corresponding medium when needed.

Cells were seeded in a 96-well plate with 8000 cells per well. The next day, cells were treated with various concentration of NSC146109 or OXA for 48 h. Before measuring the OD value in 450 nm, 10% CCK8 was added and cells were cultured in a 37 ℃ incubator for 1 h.

### Colony formation assay

Cells were seeded in 6-well plates with 1000 cells per well for 14 days. Experimental groups were treated with NSC146109 at a concentration of 0.5 μM, and the control group was treated with the same concentration of DMSO. Then cells were fixed in methanol for 1 min, stained with 0.5% crystal violet at room temperature for 5 min and carefully rinsed with tap water.

### Quantitative real-time PCR

Total RNA was extracted using TRIzol reagent and reversely transcribed to cDNA using a Takara cDNA Synthesis Kit according to the manufacturer’s instructions. Quantitative real-time PCR was performed with SYBR Green incorporation. The primer sequences are listed in Additional file 1: Table S1.

### Western blot

Cells were seeded in 6-well plates equally. On the next day, 0.5 μM NSC146109 was added in experimental groups and equal amount of DMSO was added in the control groups. After incubation for 24 h, cells were lysed with RIPA lysis buffer with added protease (1:100 dilution; MilliporeSigma) inhibitors. Protein concentrations were measured by the Beyotime BCA Protein Assay Kit (P0012, Beyotime). Protein extracts were separated by SDS-PAGE, transferred onto polyvinylidene fluoride (PVDF) membranes (P2938, Sigma-Aldrich), and blocked in 5% milk in TBST. Then the PVDF membranes were blotted individually with MDM4 (A300-287A, Bethyl Laboratories, Germany) and β-actin (23660-1-AP, proteintech, Germany) antibodies.

### Senescence-associated (SA) β-galactosidase activity assay

Cells were plated in six-well plates at a seeding density of 1 × 10^6^ cells per well. After attachment to the wall, the cells were treated with 1 μM NSC146109 or DMSO. According to the instruction of micro β-galactosidase (β-gal) assay kit (Solarbio, Beijing, China), cells were then washed with PBS, fixed with 2% formaldehyde/0.2% glutaraldehyde for 10 min, and stained with SA-β gal solution at 37 °C overnight. Leica DMi8 microscope and LAS X Core software was used to take and process images.

### Transcriptomic sequencing

Total RNA is first extracted from the sample, and mRNA is enriched using magnetic beads with Oligo (dT). The mRNA is fragmented using a Fragmentation Buffer, and then the first strand of cDNA is synthesized using six base random primers. Buffer, dNTPs, RNase H, and DNA polymerase I are added to synthesize the second strand of cDNA. Next, the resulting cDNA is then purified using a QiaQuick PCR kit and eluted with EB buffer. End-repair is done and base A is added to the cDNA fragments, followed by sequencing connector ligation. The target size fragments are recovered by agarose gel electrophoresis, and PCR amplification is carried out to complete the preparation of the entire library. Finally, the constructed library is sequenced using the Illumina HiSeq2000 platform to obtain high-throughput sequencing data that can be used for downstream analysis. The RNA-seq data from this study have been disclosed in the GEO database GSE243108.

### Migration experiment

Stable expressing GFP and MDM4 colon cancer cells SW480 were evenly seeded in a 24-well plate. An upper chamber of a Transwell insert was coated with 60,000 THP-1 and placed in a CO_2_ incubator for cultivation. After 48 h, the Transwell insert was removed and washed three times with 1xPBS. It was then stained with 500 μL of crystal violet for 10 min, followed by three washes with 1xPBS buffer. After gently wiping and air-drying, photographs were taken under a microscope.

### Immunohistochemistry

Prepared slices were placed in a preheated constant-temperature incubator at 65 °C for 2 h, followed by dewaxing and hydration. Citrate buffer boiling method (0.01 M PBS, pH 6.0) was used to perform antigen retrieval. After three washed with PBST, endogenous peroxidase blockers were added and incubated at room temperature for 10 min. The primary antibody (MDM4, 1:500) was added at 4 °C overnight. After overnight incubation, a reaction enhancer was sequentially added and incubated at room temperature for 12 min, followed by the addition of a universal HRP secondary antibody and incubation at room temperature for 30 min. DAB staining was performed for 1.5 min, followed by rinsing with tap water. Counterstaining with hematoxylin was done for 35 s, and rinsing was done with flowing water after ammonia water bluing. The slices were then dehydrated, cleared, and finally mounted with neutral mounting medium. Following the guidelines of Helsinki Declaration, the studies involving human participants were reviewed and approved by the Ethics Committee of Fujian Medical University (2021-FJMU-015), and written informed consent was obtained from each participant.

## Results

### Expression levels of MDM4 across different tumor types

Through a TCGA pan-cancer analysis, the *MDM4* mRNA expression levels were initially watched. As documented in Fig. 1A, *MDM4* was significantly overexpressed in 15 common cancers: Lung adenocarcinoma (LUAD), Colon adenocarcinoma (COAD), Rectum adenocarcinoma (READ), Breast invasive carcinoma (BRCA), Stomach and Esophageal carcinoma (STES), Kidney renal papillary cell carcinoma (KIRP), Pan-kidney cohort (KIPAN), Stomach adenocarcinoma (STAD), Prostate adenocarcinoma (PRAD), Head and Neck squamous cell carcinoma (HNSC), Kidney renal clear cell carcinoma (KIRC), Lung squamous cell carcinoma (LUSC), Liver hepatocellular carcinoma (LIHC) and Cholangiocarcinoma (CHOL). For the paired tumor and adjacent normal specimens (Fig. 1B), the *MDM4* expression of tumor tissue in 7 cancer types was also significantly higher than that in its corresponding adjacent tissues, including BRCA, CHOL, COAD, Esophageal carcinoma (ESCA), HNSC, LIHC, and STAD. Meanwhile, it was significantly downregulated in Thyroid carcinoma (THCA) and Kidney chromophobe (KICH) in both paired and unpaired analyses. These elevated expression levels were confirmed reciprocally in the cancerous cell lines (Fig. 1C). In addition, we investigated the localization and expression of *MDM4* at the protein level using the Human Protein Atlas (HPA) database. Moderate to strong cytoplasmic and nuclear positivity were observed in most cancer tissues, especially in endometrial cancer, ovarian cancer and renal cancer (Fig. 1D). Representative immunohistochemistry images of MDM4 protein in tumor samples and its corresponding adjacent tissues are described in Fig. 1D. We additionally we obtained 10 cases of human colon cancer tissues and performed immunohistochemical analysis (Fig. 1E). As expected, the expression of MDM4 in tumor samples was higher than that in paired normal tissues.

**Fig. 1:**
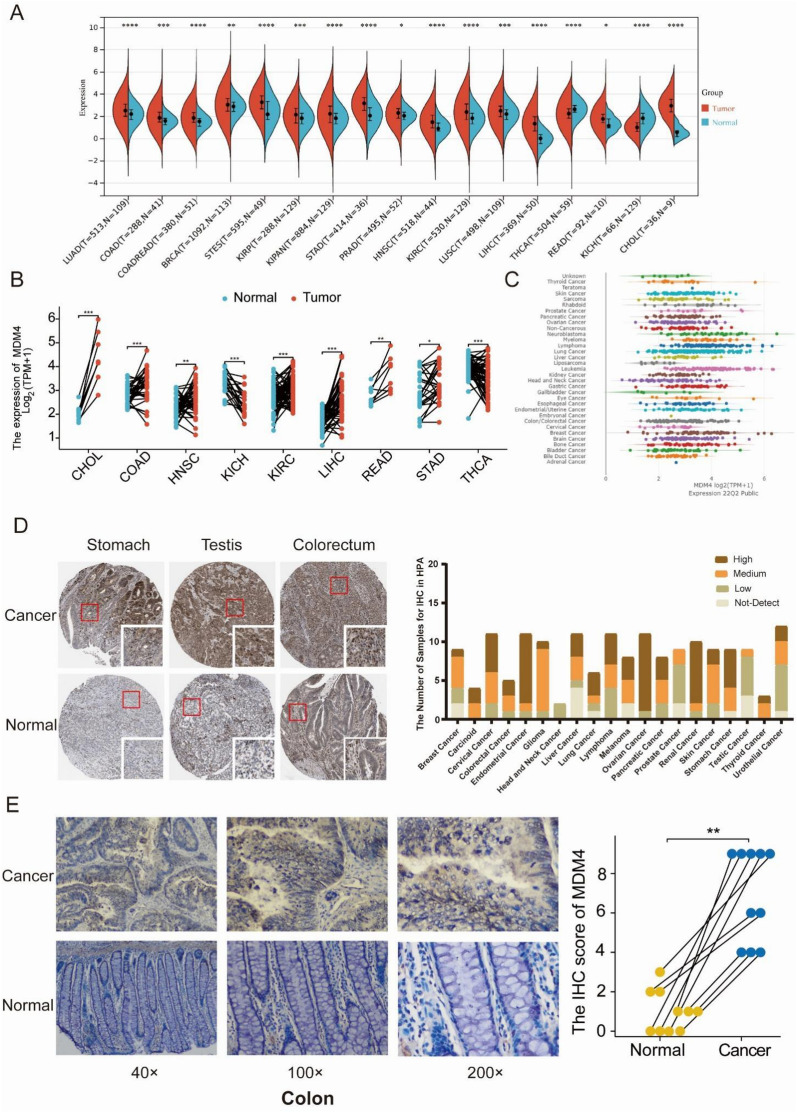
The expression levels of *MDM4* in different cancer types. **A** The differentially expressed *MDM4* between normal and tumor samples in TCGA pan-cancer. **B** Comparisons of *MDM4* expression levels in TCGA tumor samples and paired normal controls. **C** The expression levels of *MDM4* in different cell lines using the Cancer Cell Line Encyclopedia database. **D** Histograms of the MDM4 protein expression levels and examples of Immunohistochemistry images from the Human Protein Atlas. **E** Representative images from immunohistochemical staining of 10 cases of colon cancer tissues and its corresponding adjacent tissues for MDM4 and their IHC scores. ns, *p* ≥ 0.05; *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001

### The clinical relevance and prognostic value of MDM4 expression

First, we explored the diagnostic value of *MDM4* for the malignant cancers. After calculating the area under the ROC curves (AUC), it was found that *MDM4* has good diagnostic performances in COAD (AUC = 0.784), LIHC (AUC = 0.910), STAD (AUC = 0.786), HNSC (AUC = 0.721), KICH (AUC = 0.938), KIRC (AUC = 0.783), and READ (AUC = 0.804) (Fig. 2A–C, Additional file 1: Fig S1A–D). Second, we examined the correlation between the clinical variables and *MDM4* expression. In STAD and HNSC, high *MDM4* expression was associated with late clinical stage (Fig. 2D, Additional file 1: Fig. S1E), and it was contrary to that in THCA (Additional file 1: Fig. S1F). Histologically, the high-level expression of *MDM4* correlates with worse differentiation in HNSC, Glioma (GBMLGG) and LIHC (Fig. 2E, Additional file 1: Fig. S1G-H). In cervical squamous cell carcinoma and endocervical adenocarcinoma (CESC) and ESCA, adenocarcinoma had a higher *MDM4* mRNA expression compared to the squamous cell carcinoma (Fig. 2F, Additional file 1: Fig. S1I). Moreover, the upregulated expression of *MDM4* was often accompanied by adverse clinical features, such as AFP > 400 ng/ml in LIHC, CEA > 5 ng/ml in COADREAD, and Gleason score > 8 in PRAD (Fig. 2G–I).

**Fig. 2:**
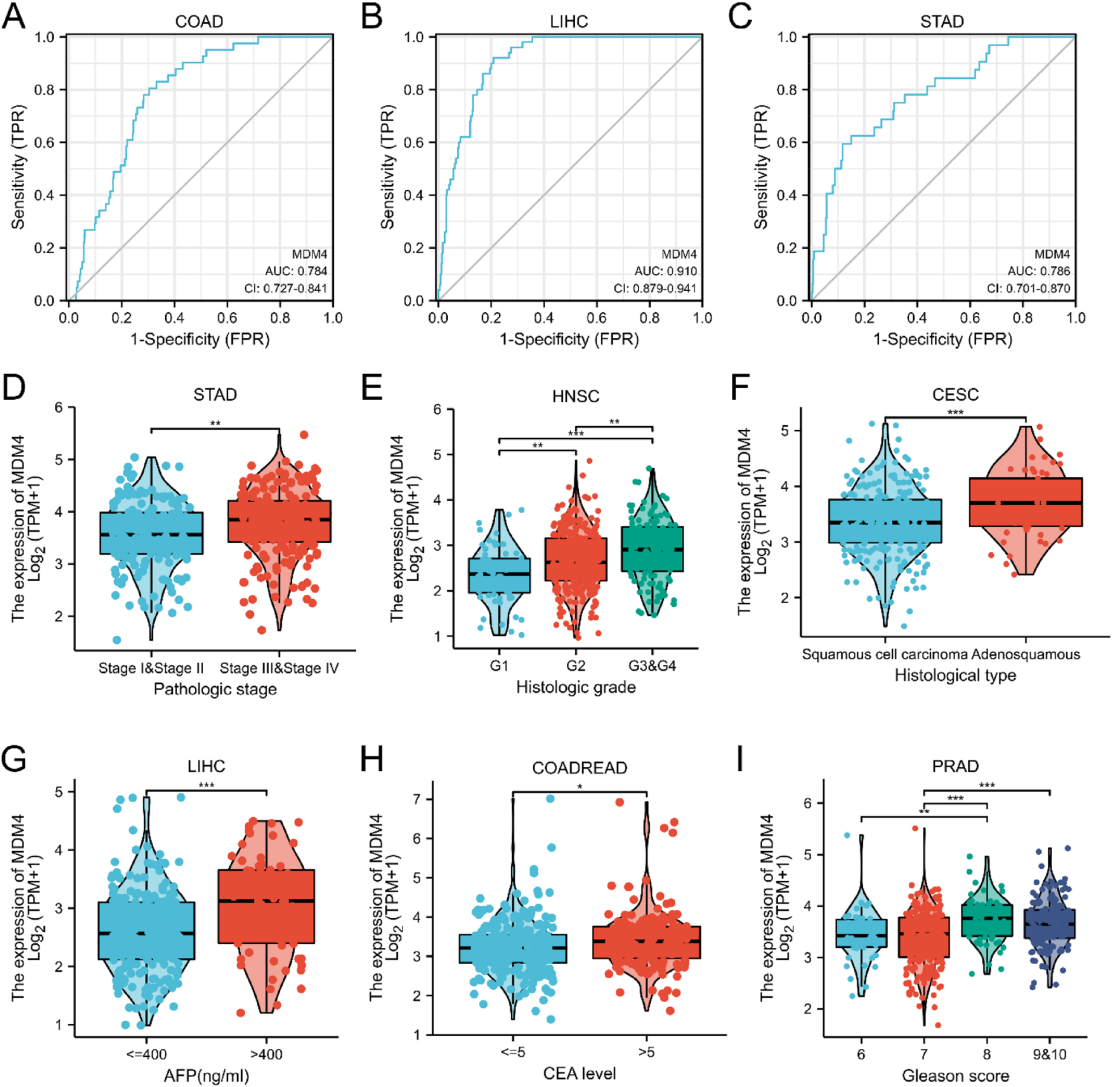
The correlation between the clinical features and *MDM4* expression. **A, B** and **C** Receiver Operating Characteristic Curve analysis for the expression levels of *MDM4* in COAD, LIHC and STAD. Correlation between the *MDM4* expression and pathological stages of STAD **D**, histologic grading of HNSC **E**, histological type of CESC **F**, serum AFP concentration in LIHC **G**, serum CEA level in COADREAD **H**, or Gleason score of PRAD **I**. TPR, True-Positive Rate; FPR, False-Positive Rate; AUC, Area under the Curve; AFP, alpha fetoprotein; CEA, carcinoembryonic antigen

Next, the significant results on univariate Cox regression analysis (*p* ≤ 0.05) for OS are presented in Fig. 3A and Additional file 1: Fig. S2. *MDM4* was displayed to be of prognostic value for Pheochromocytoma and paraganglioma (PCPG) (HR = 11.516, *p* = 0.007), PRAD (HR = 3.992, *p* = 0.022), Thymoma (THYM) (HR = 0.101, *p* = 0.031), GBMLGG (HR = 1.431, *p* < 0.001), Brain lower grade glioma (LGG) (HR = 1.511, *p* < 0.001), and Adrenocortical carcinoma (ACC) (HR = 3.913, *p* < 0.001). The representative K–M plotter for ACC and GBMLGG are described in Fig. 3B–C. Then, the Cox proportional hazards were determined likewise for the DSS: ACC (HR = 3.848, *p* < 0.001), LGG (HR = 1.539, *p* < 0.001), HNSC (HR = 0.658, *p* = 0.021), LIHC (HR = 1.778, *p* = 0.015), pancreatic adenocarcinoma (PAAD) (HR = 0.524, *p* = 0.012), PRAD (HR = 5.476, *p* = 0.014), and GBMLGG (HR = 1.432, *p* < 0.001) (Fig. 3D–F). Finally, *MDM4* was identified as the prognostic factors for PFI in various cancer types: GBMLGG (HR = 1.416, *p* < 0.001), THYM (HR = 0.332, *p* < 0.028), READ (HR = 1.670, *p* < 0.042), PRAD (HR = 2.174, *p* < 0.001), PAAD (HR = 0.679, *p* = 0.032), LIHC (HR = 1.215, *p* = 0.049), KICH (HR = 4.615, *p* = 0.029), CESC (HR = 1.773, *p* = 0.004), LGG (HR = 1.518, *p* < 0.001), COADREAD (HR = 1.229, *p* = 0.042), and ACC (HR = 4.215, *p* < 0.001) (Fig. 3G–I). Collectively, *MDM4* can be proposed as a novel biological marker to provide the characterization of high-risk tumors.

**Fig. 3:**
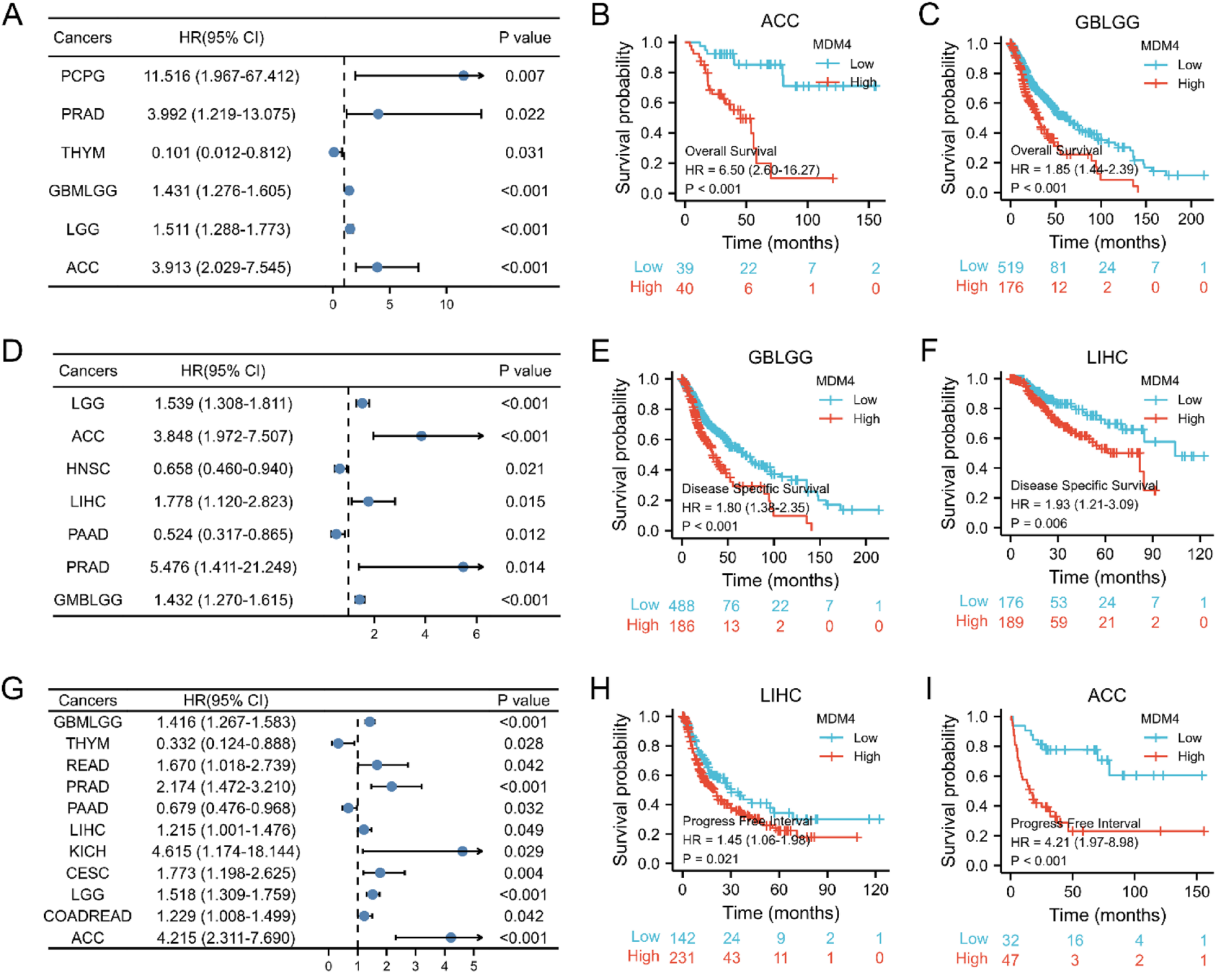
Correlations between *MDM4* expression and prognostic value. **A** Forest plot of hazard ratios for overall survival. **B** and** C** Kaplan–Meier survival curves for overall survival in ACC and GBLGG. **D** Forest plot of hazard ratios for disease-specific survival. **E** and** F** Kaplan–Meier survival curves for disease-specific survival in GBLGG and LIHC. **G** Forest plot of hazard ratios for progress-free interval. **H** and** I** Kaplan–Meier survival curves for progress-free interval in LIHC and ACC. HR, hazard ratio; CI, confidence interval

### Genomic alteration analysis 

To explore the role of *MDM4* in tumorigenesis, malignant progression and tumor lethality, we evaluated the genomic heterogeneity index, which is known to affect clinical outcomes such as TMB, HRD, LOH, MATH, MSI, and Neoantigens. Only the major cancer types with significant correlations (*p* < 0.05) were highlighted in the radar charts (Fig. 4A–B). In ACC, LIHC and PRAD, high *MDM4* expression was concomitant with high TMB, HRD and LOH, implying less efficacious chemotherapy and immunotherapy. In CESC, LUAD and LUSC, *MDM4* expression correlated positively with MSI resulting in DNA mismatch repair deficiency. However, this might be unrelated to its own gene mutations which were mainly dominated by missense mutations (mutation rate: 0.2–1.8%) except for the frame-shift mutations in COADREAD (mutation rate = 1.8%) (Fig. 4C). We next focused on the association between *MDM4* expression and CNVs because it is well-known that CNV-high tumors have greater malignant potential. Figure 4D shows that *MDM4* was highly expressed in pan-cancer samples with CNV gains. Although the data cannot provide an explanation for the causality, constructed mutational landscape reflected disparate mutation frequency between different *MDM4* expression groups in LIHC, COAD, STAD and PRAD (Fig. 4E, Additional file 1: Fig. S3). In high *MDM4* expression group of LIHC, oncogenes (*APOB*, *COL11A1*, and *LAMA1*) had fewer mutations and low-frequency mutated genes (*RPS6KA3*, *KIT*, *COL4A5*) were more prone to mutations. These results indicates that *MDM4* was involved in tumor-promoting mutations.

**Fig. 4:**
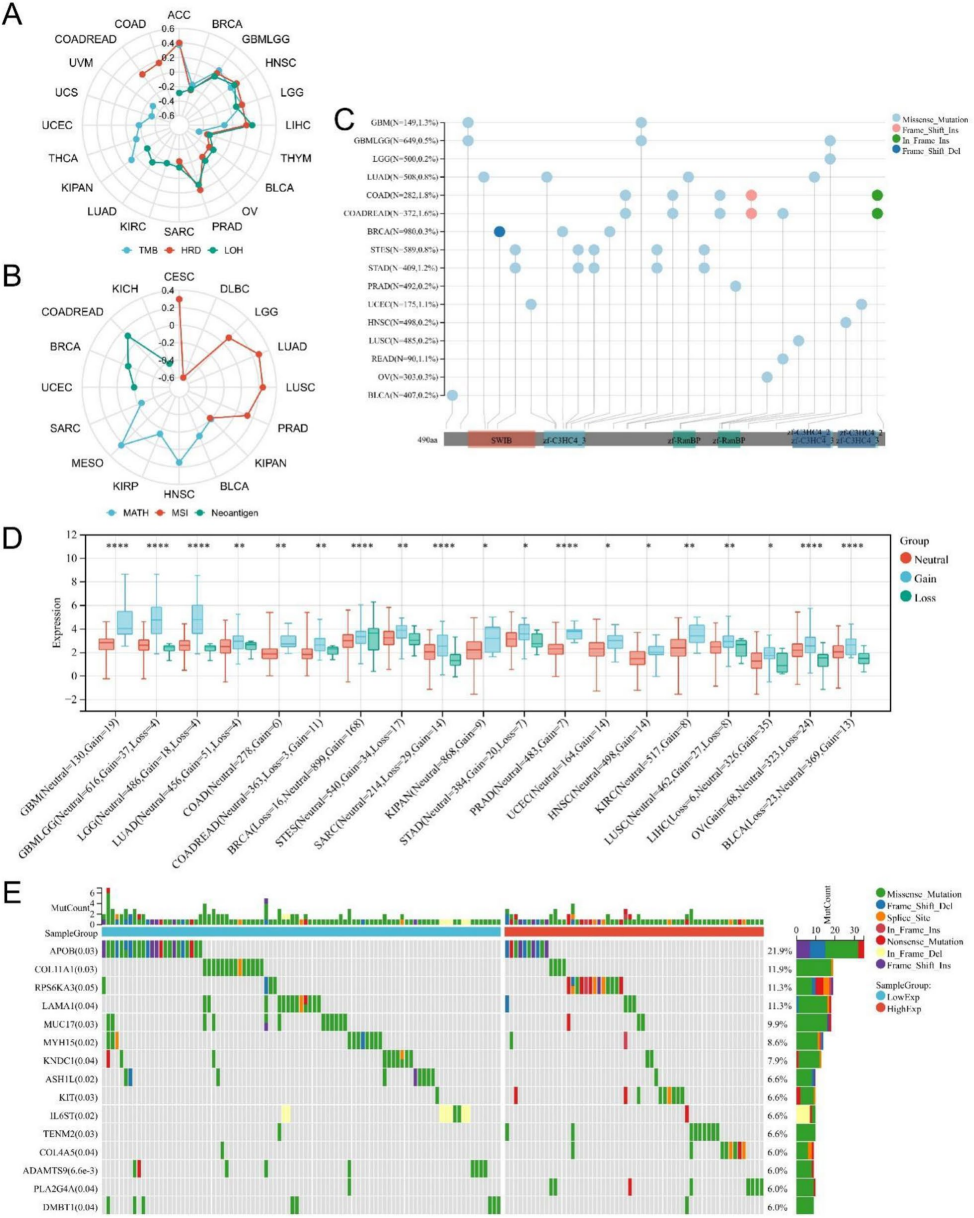
Genomic alteration analysis of *MDM4*. **A** and **B** Radar charts representing Spearman's correlation coefficients between *MDM4* expression and TMB, HRD, LOH, MATH, MSI or Neoantigen. **C** Overview of the mutational frequency across different tumor types. **D** Copy number variation analysis of *MDM4* expression. **E** Mutation waterfall plot between the high vs. low *MDM4* expression groups. TMB, tumor mutation burden; HRD, homologous recombination deficiency; LOH, loss of heterozygosity; MATH, mutant-allele tumor heterogeneity; MSI, microsatellite instability; DEL, deletion; INS, insertion

### Immune cell infiltration 

Multiple algorithms were used for the evaluation of infiltrating immune microenvironment. Results from TIMER database reveals that *MDM4* is positively correlated to multiple different infiltrating immune cells in THYM, KICH and THCA (Fig. 5A). This is consistent with the protective factors above. In most cases, however, *MDM4* expression correlated positively with T cells but negatively with the degree of major histocompatibility complex (MHC), macrophages and natural killer (NK) cells infiltration (Additional file 1: Fig. S4). In specific, it contains CD4 + T cells, CD8 + T cells, T helper cells and central memory T cells (Fig. 5B–C). These should be considered as inflammatory cell infiltration rather than anti-tumor immune response because the ESTIMATEScore has a linear decline in diverse kind malignant tumors with increasing *MDM4* expression (Fig. 5D**)**. In other words, future treatments targeting *MDM4* might enhance anti-tumor immunity.

**Fig. 5:**
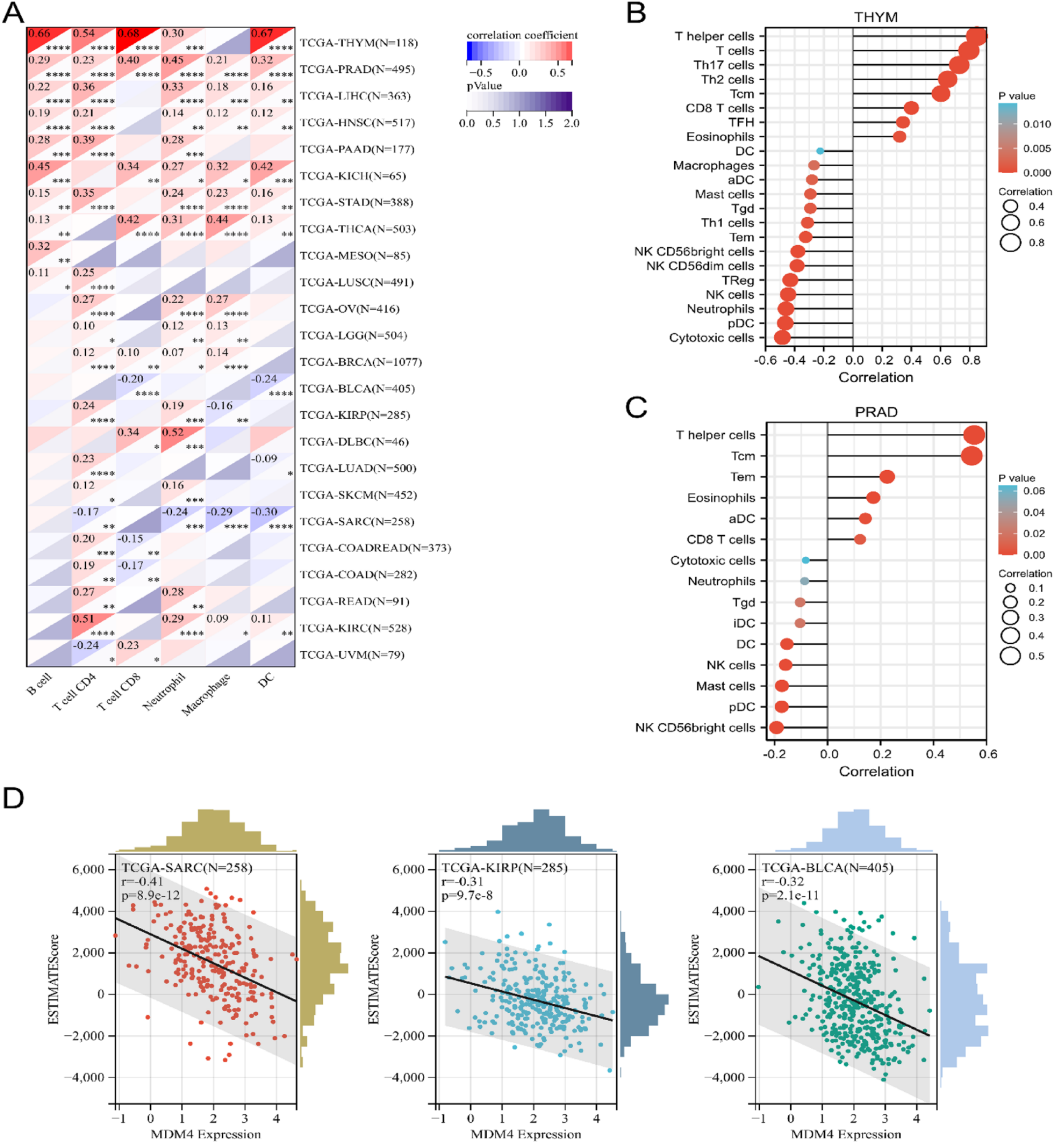
Correlation of *MDM4* expression with immune infiltration in different cancers. **A** Heat map of Pearson's correlations displaying the level of immune cell infiltration using the TIMER algorithm. **B** and **C** Lollipop plots of Spearman's correlations between *MDM4* expression and infiltrating immune cells in THYM and PRAD using the ssGSEA algorithm. **D** Pearson’s correlation analysis for ESTIMATE score in SARC, KIRP and BLCA. SARC, sarcoma; DC, dendritic cell; aDC, activated DC; iDC, immature DC; pDC, plasmacytoid DC; Tcm, T central memory; Tgd, T gamma delta; Tem, T effector memory; TFH, T follicular helper

### Functional enrichment analysis of MDM4-related genes

We tried to explore the potential mechanism of *MDM4* at molecular-level through related gene enrichment analysis from multiple viewpoints. Patients were sorted into high- or low-expression groups according to the expression of *MDM4*, and DEGs analysis was performed. By GO and KEGG functional enrichment analysis of DEGs, we found that in OSCC (oral squamous cell carcinoma) *MDM4* is closely related to secondary metabolic process, cornified envelope and iron ion binding (Fig. 6A). Once the logFC values are considered, however, in BRCA the negative correlations are observed between *MDM4* and tumor cell metabolism such as cellular glucuronidation (GO:0052695), lipid catabolic process (GO:0044242), and alcohol dehydrogenase (NADP+) activity (GO:0008106) (Fig. 6B). In LIHC, GSEA was performed to define the pathway functional annotation between *MDM4* high- versus low-expressing tumors. *MDM4* has significant impacts on cell junction, immune response, regulation of cell morphogenesis, ion transmembrane transport, and multiple oncogenic signaling pathways, as shown in Fig. 6C–D. Another approach is to investigate the co-expressed molecules when studying the functions of *MDM4*. We screened the co-expressed genes with correlation coefficient greater than 0.5 in COADREAD, and the GO functional enrichment shows that they might affect the protein K48-linked deubiquitination (GO:0071108) and ubiquitin-like protein-specific protease activity (GO:0019783) (Fig. 6E). As an E3 ubiquitin ligase, MDM4 protein can exacerbate CSNK1A1 ubiquitination and degradation, or recognize indirect substrates by the regulation of p53 protein (Fig. 6F). On the whole, the pro-tumor function of *MDM4* is complicated and multifaceted.

**Fig. 6:**
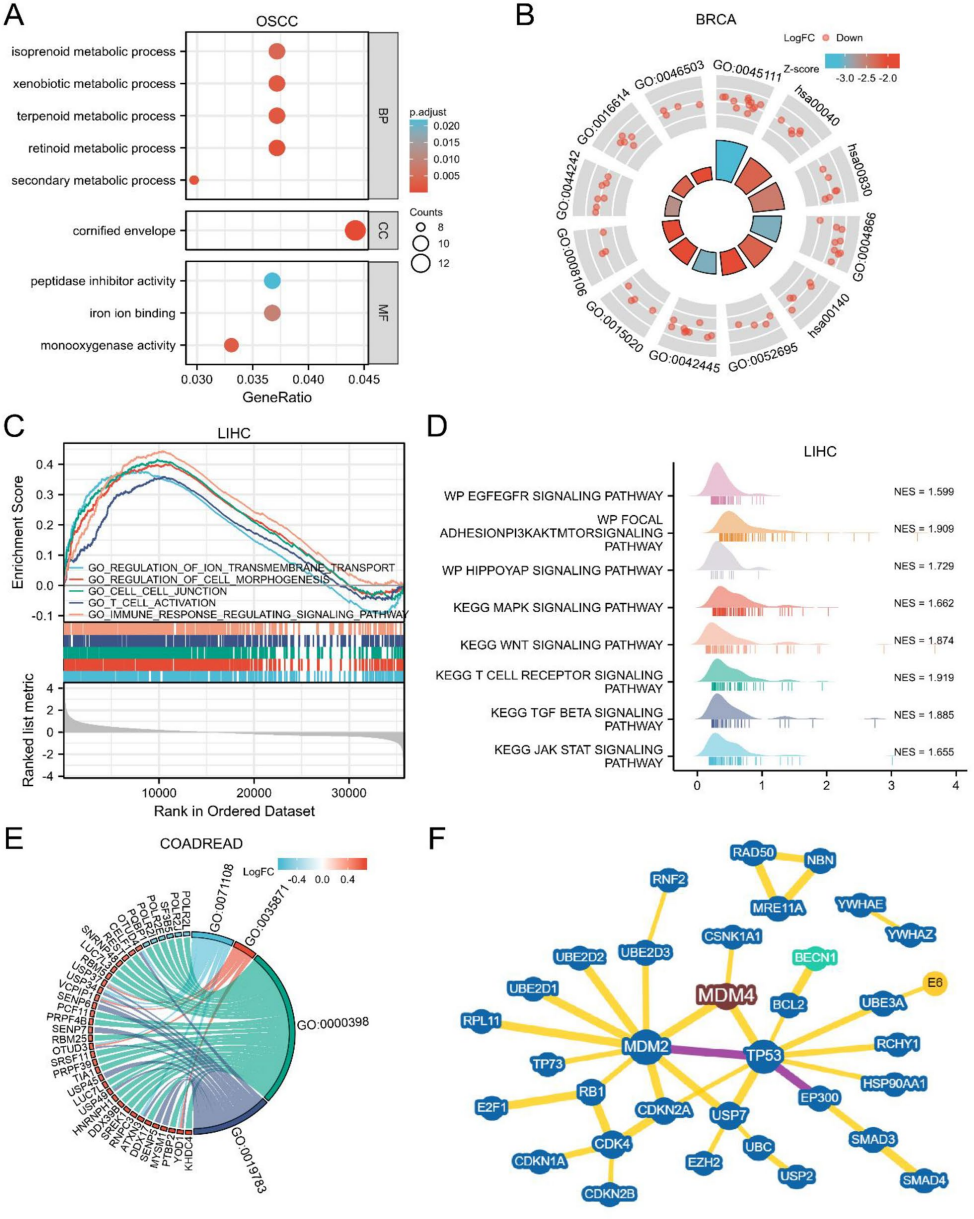
Functional enrichment analysis of *MDM4*-related genes. **A** GO enrichment of differentially expressed genes in OSCC. **B** GO enrichment of differentially expressed genes with logFC values in BRCA. **C** and **D** Relevant signaling pathways of *MDM4*'s GSEA in LIHC. **E** GO enrichment of co-expressed genes in COADREAD; **F** prediction of *MDM4*-substrate relationships based on BioGRID database. OSCC, oral squamous cell carcinoma; BP, biological process; CC, cellular component; MF, molecular function; NES, normalized enrichment scores

### RNA-sequencing indicating immune response when MDM4 is overexpressed

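SW480 is an established colon cancer cell line with mutant p53. RNA sequencing covered 6 libraries of SW480 cells, 3 from control cells and 3 from cells transfected with MDM4 plasmids, each numbered as replicate 1, 2 or 3 of its group. mRNA was enriched with oligo(dT) and sequenced on the Illumina HiSeq2000 platform. The authors deposited expression as FPKM, the reads counted on a gene scaled to its length and to the library's total, for genes listed by symbol. The paper's text does not name the aligner, the annotation or the test for differential expression. Because the values of each gene are whole multiples of a single step in each library, the reads behind them were recovered for all 17189 genes above 0, apart from any factor common to all 6 libraries. Between 32529745 and 43947698 reads per library lay on genes, with a median of 39596667 in the control and 34115448 in the MDM4 libraries. Differential expression was tested with limma on log2(FPKM + 0.1) for the 12884 genes with a mean of at least 0.5 FPKM, with Benjamini-Hochberg adjustment. A DEG had an adjusted p under 0.05 and an absolute log2 fold change over 1, where Fig. 7A draws its fold change lines. The adjusted p is the threshold that the paper gives for its enrichment analysis. Its text does not state the thresholds behind its DEGs. In both groups, replicate 3 stood apart from replicates 1 and 2, so that each comparison is also given over replicates 1 and 2 alone (2 libraries per group). Replicate 3 by itself has 1 library per group, which allows no test.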

To explore how MDM4 functions independently of p53, we constructed the p53 mutant cell line overexpressing *MDM4* and analyzed the transcriptomics by RNA sequencing. 

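*MDM4* was at 6.35, 7.09 and 5.13 FPKM in control replicates 1 to 3, from 2004 to 2753 reads, with a mean of 6.19 ± 0.988 FPKM (SD, n = 3). In the MDM4 libraries it was at 188, 185 and 56.3 FPKM, from 18044 to 66561 reads, with a mean of 143 ± 75.4 FPKM (SD, n = 3). The log2 fold change was 4.33 (standard error 0.43, adjusted p = 0.161 from limma). With the replicate number as a block, the adjusted p from limma was 4.77e-05. All 3 MDM4 libraries lay above all 3 control libraries (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 libraries allow), and the lowest MDM4 library was 7.94-fold above the highest control library. Over the control library of the same number, the rise was 29.7-fold in replicate 1, 26.1-fold in replicate 2 and 11.0-fold in replicate 3. Over replicates 1 and 2 alone, the log2 fold change was 4.78 (standard error 0.083, adjusted p = 3.01e-11 from limma). Without MDM4 replicate 3 it was 4.91 (limma adjusted p = 1.75e-06), and without control replicate 3 it was 4.20 (limma adjusted p = 0.0174). Across all alternatives the log2 fold change was between 4.03 and 4.91 and the adjusted p from limma between 4.03e-14 and 1.00. The FPKM values imply a gene length of 9867 bases for *MDM4*, against 1473 bases of coding sequence.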

The colon cancer cell line, SW480 cells, were transiently transfected with plasmids encoding MDM4 protein. The transcriptomics results suggested that there were 227 DEGs (including 98 genes up-regulated and 129 down-regulated genes) when *MDM4* was overexpressed (Fig. 7A). 

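Among the 12884 genes tested between the 3 MDM4 and 3 control libraries without a block, 0 were DEGs, 0 higher and 0 lower with MDM4, and 222 had an unadjusted p under 0.05. The smallest adjusted p from limma was 0.161, for *MDM4*, and the next smallest was 1.00. An absolute log2 fold change over 1 was found in 35 genes, 8 higher and 27 lower. In 16 of these, 3 higher and 13 lower, the 3 values of either group lay outside those of the other. Of all tested genes, 883 (6.85%) had groups that did not overlap, against the 10% that chance gives for 3 against 3 libraries that share no other difference. Here replicate 3 differs in both groups, so the shares cannot be compared directly. With the replicate number as a block, 1624 genes had an unadjusted p under 0.05 and there were 2 DEGs, *MDM4* with the limma adjusted p given above and *CKMT1B* with a log2 fold change of -1.34 (standard error 0.15, adjusted p = 0.0405 from limma). Voom on the recovered reads with the block, chosen after the data were seen, gave 14 DEGs, 1 higher and 13 lower. *CKMT1B*, chosen after its values were seen, has a similar copy, *CKMT1A*, with which reads could be shared. The count moved most over replicates 1 and 2 alone, a comparison chosen after the data were seen. It gave 37 DEGs, 1 higher and 36 lower, with limma on log2 FPKM, and as many with voom. There were 16 DEGs without control replicate 3, 1 higher and 15 lower. Without MDM4 replicate 3, *MDM4* was the 1 DEG.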

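With 0 DEGs in the fit over all 6 libraries without a block, an enrichment of DEGs could not be computed there. Gene lists written before the data were examined stood in for the pathways. Over replicates 1 and 2 alone, 26 of the 36 DEGs lower with MDM4 were among the 55 interferon-stimulated genes tested there (Fisher's exact test over 12 lists, adjusted p = 8.00e-56). In the same test, 3 were among 41 genes of the RIG-I-like receptor pathway (adjusted p = 8.20e-04), 3 among 35 cytokines (adjusted p = 7.64e-04) and 1 among 16 genes of the PARP family of ADP-ribosyltransferases (adjusted p = 0.106). Among the genes tested over all 6 libraries, 10 of 41 in the RIG-I-like receptor pathway are also in another list. The same holds for 4 of 16 in the PARP family and 3 of 33 cytokines. The counts can thus share genes and are not separate evidence. Without control replicate 3, 13 of the 15 lower DEGs were interferon-stimulated genes (Fisher's exact test, adjusted p = 4.42e-29). There, 2 were cytokines (adjusted p = 0.00420), 1 was in the RIG-I-like receptor pathway (adjusted p = 0.141) and 1 in the PARP family (adjusted p = 0.0742). The other fits that each left out 1 library gave 0 or 1 DEGs. With voom on the recovered reads and the replicate block, 10 of 13 lower DEGs were interferon-stimulated genes (Fisher's exact test, adjusted p = 2.35e-21), and 0 were in these other lists. Fisher's exact test counts each gene as independent, while the genes of a list can move together. Its p-values thus do not measure the spread between libraries. Tested as whole lists with camera over all 6 libraries, the RIG-I-like receptor pathway had a median log2 fold change of -0.05, with 22 of 41 genes lower (adjusted p = 0.110), and the PARP family had -0.03, with 10 of 16 genes lower (adjusted p = 0.110). The median of the RIG-I-like receptor pathway was -0.07 in replicate 1, -0.02 in replicate 2 and 0.0025 in replicate 3. The PARP family had -0.01, -0.03 and 0.03 in replicates 1 to 3. Over replicates 1 and 2 alone, the camera adjusted p was 0.00541 for each of these 2 lists. Without control replicate 3 it was 0.00242 for the RIG-I-like receptor pathway, with a median of -0.06, and 0.0100 for the PARP family, with a median of -0.01. Without MDM4 replicate 1 it was 0.0468 for the RIG-I-like receptor pathway, with a median of -0.02. Across the fits that each left out 1 library, the medians were between -0.060 and -0.0076 for the RIG-I-like receptor pathway, the latter without control replicate 1, and between -0.051 (without MDM4 replicate 3) and -0.0010 (without MDM4 replicate 2) for the PARP family.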

The results of GO and KEGG pathway analyzed for these differentially expressed genes were presented in Fig. 7B. 

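The 54 interferon-stimulated genes tested had a median log2 fold change of -0.72, with 50 of 54 lower with MDM4 (camera adjusted p = 4.03e-37). Of these, 12 are also in another list and 6 are genes of Fig. 7C. The other 48 had a median of -0.65. Over same-numbered libraries, the median of the 54 genes was -1.07 in replicate 1 with 51 lower, -0.98 in replicate 2 with 53 lower, and 0.01 in replicate 3 with 25 lower. In replicate 3 it was -0.01 after quantile normalization. Without control replicate 3 the median was -0.96, the setting among those that leave out a library that moved it most. The 7 CXC chemokines had a median of -0.46, with 7 of 7 lower (camera adjusted p = 2.32e-06), and their medians in replicates 1 to 3 were -0.66, -0.64 and -0.08. The 33 cytokines had a median of -0.22, with 28 lower (camera adjusted p = 1.25e-04), and medians of -0.23, -0.28 and -0.02 in replicates 1 to 3. Their median was -0.14 without control replicate 1 and -0.14 without MDM4 replicate 1. Setting *IFNL2*, the 1 cytokine with at most 3 reads in every MDM4 library, to its bound left the median at -0.22. The 31 NF-κB target genes had a median of -0.15, with 28 lower (camera adjusted p = 1.87e-07), and medians of -0.30, -0.20 and -0.06 by replicate. The median was -0.30 without control replicate 3. For 20 genes of MHC class I antigen presentation the median was -0.20, with 19 lower (camera adjusted p = 2.94e-12), and -0.33, -0.23 and -0.04 by replicate. Camera sets the correlation between genes to 0.01. None of the lists called by camera held under fry (lowest adjusted p = 0.110) or with an estimated correlation (lowest adjusted p = 0.0919).

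**Figure D1:**
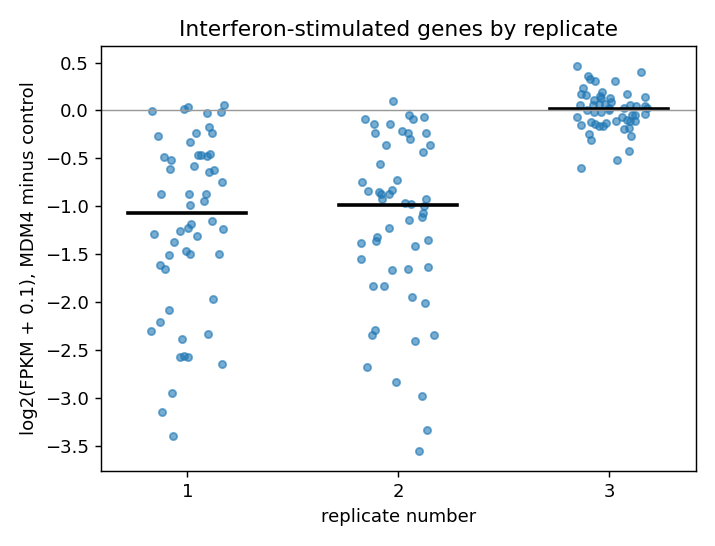
Difference in log2(FPKM + 0.1) between the MDM4 and control libraries of the same replicate number, for the 54 interferon-stimulated genes tested. Each point is a gene and each black line is the median, -1.07, -0.98 and 0.01 in replicates 1 to 3.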

In the p53-mutant colon cancer cell, overexpressed *MDM4* activated immune response-related functional pathways such as response to type I interferon, cytokine receptor binding, chemokine and NF-κB signaling pathway. 

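In the RNA sequencing, none of *DDX58*, *XAF1*, *OAS1*, *IFI27*, *IFI44*, *IFIT3*, *CHST4* and *TNFSF18* was a DEG in the fit over the 3 MDM4 and 3 control libraries without a block, each with an adjusted p of 1.00 from limma. *IFI27* was at 40.3 ± 23.8 FPKM (SD, n = 3) in control and 9.12 ± 1.52 FPKM (SD, n = 3) in MDM4 libraries, a log2 fold change of -1.88 (standard error 0.51). *XAF1* fell from 1.10 ± 0.749 to 0.0861 ± 0.0515 FPKM (SD, n = 3 each), from at most 16 reads in each MDM4 library, with a log2 fold change of -2.41 (standard error 0.64). *IFIT3* had a log2 fold change of -1.31 (standard error 0.34). In these 3 genes every MDM4 library lay below every control library (exact two-sided permutation test, p = 0.1 for each, the smallest that 3 against 3 libraries allow). *OAS1*, at 13.4, 15.4 and 4.03 FPKM in control replicates 1 to 3 and 2.80, 2.96 and 4.23 FPKM in MDM4 replicates 1 to 3, had a log2 fold change of -1.50 (standard error 0.47). *IFI44* had -1.58 (standard error 0.52) and *DDX58* had -0.60 (standard error 0.21), and in both the groups overlapped. *CHST4* was higher with MDM4, with a log2 fold change of 1.09 (standard error 0.41), from 16 to 44 reads in control and 29 to 79 in MDM4 libraries. *TNFSF18*, below the expression filter and fitted without it, had 1.16 (standard error 0.46), from 2 to 14 reads in control and 14 to 21 in MDM4 libraries, and 0.67 without control replicate 3. Adjusted over the list alone, 8 of the 8 genes had an adjusted p under 0.05 in limma, 7 of them with an absolute log2 fold change over 1. The paper chose the genes from these libraries, so this count is not independent evidence. It was 0 without control replicate 1, 1 without control replicate 2, 3 without MDM4 replicate 1 and 4 without MDM4 replicate 2. With pseudocounts of 0.5 and 1 it stayed at 8, but only 4 and 2 of these genes had an absolute log2 fold change over 1.
Over replicates 1 and 2 alone, limma called 4 of the 8 genes among all tested genes. *XAF1* had a log2 fold change of -3.35 (adjusted p = 2.14e-04), *OAS1* -2.28 (adjusted p = 9.92e-07), *IFI27* -2.61 (adjusted p = 6.47e-07) and *IFIT3* -1.81 (adjusted p = 7.95e-05). *DDX58* had a log2 fold change of -0.92 over these libraries (limma adjusted p = 0.00349), short of the threshold on the fold change, and *IFI44* had -2.06 (limma adjusted p = 0.0562). *CHST4* had 1.22 (limma adjusted p = 0.138) and *TNFSF18* 0.70 (limma adjusted p = 0.652). Without control replicate 3, *XAF1*, *OAS1*, *IFI27* and *IFIT3* were DEGs and the other 4 genes were not. With the replicate number as a block, the 8 genes had adjusted p values from 0.219 to 0.464 in limma on log2 FPKM. Voom on the recovered reads of all 6 libraries with the block, chosen after the data were seen, made DEGs of *IFI27* (adjusted p = 0.0120), *XAF1* (adjusted p = 0.0373), *IFIT3* (adjusted p = 0.0375) and *OAS1* (adjusted p = 0.0482), while the other 4 genes were not.

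**Figure D2:**
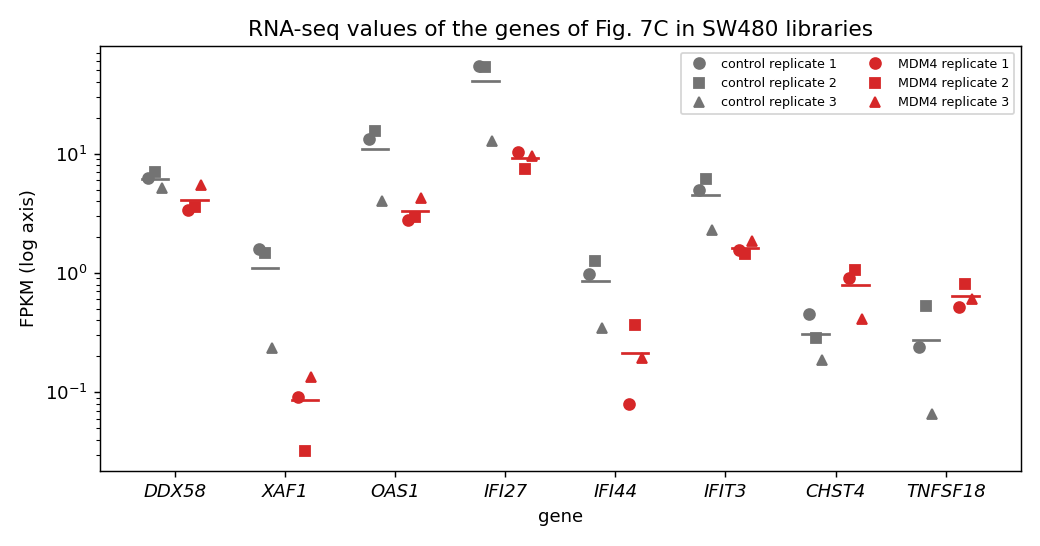
FPKM of the genes of Fig. 7C on a log axis in the 3 control libraries (grey) and 3 MDM4 libraries (red) of SW480 cells. Symbols give the replicate number and lines the group mean. Control replicate 3 (*OAS1*, 4.03 FPKM) lies below control replicates 1 and 2 (13.4 and 15.4 FPKM) in all 8 genes.

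From the GO and KEGG terms of its DEGs (Fig. 7B), the paper states that overexpressed *MDM4* activated immune response pathways in p53-mutant cells, and it then turned to single immune-related genes.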

We selected eight representative immune-related molecules for qPCR validation in SW480 and another colon cancer cell line HT29: *DDX58*, *CHST4, TNFSF18*, *XAF1, OAS1, IFI27, IFI44, IFIT3* (Fig. 7C). *DDX58, XAF1, OAS1, IFI27, IFI44* or *IFIT3* was indeed downregulated and *CHST4* or *TNFSF18* was upregulated in *MDM4* overexpressed colon cancer cells. These results again demonstrated an overactivation of inflammatory response likely caused by MDM4. Because of the close relationship about MDM4 and immunoregulation, we co-cultured the stable transgenic strain SW480 expressing GFP and MDM4 with macrophages THP-1 (SW480 was speeded in transwell upper chambers and macrophages were speeded in transwell lower chamber) to evaluate whether MDM4 affected the migration ability of THP-1 (Fig. 7D). The results showed that MDM4 could promote macrophage migration. To further validate the relationship between MDM4 and immunoregulation, we co-cultured macrophages with SW480 stably expressing GFP and MDM4 (SW480 was speeded in transwell upper chambers and macrophages were speeded in transwell lower chamber), and found that MDM4 might promote M2 polarization of macrophages (Fig. 7E).

**Fig. 7:**
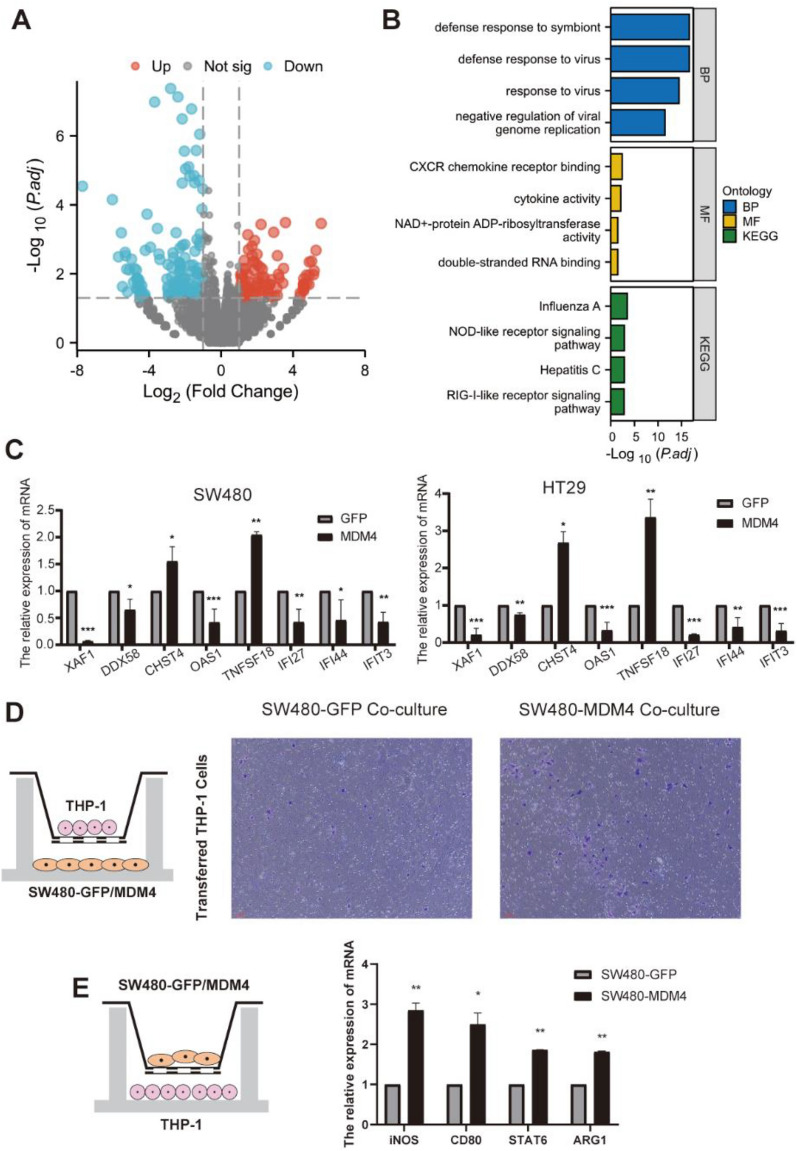
RNA-sequencing indicating immune response when MDM4 is overexpressed. **A** Volcano plot showing differential gene expression in SW480 cells. **B** GOCC: immunoglobulin complex. **C** qPCR validation of selected genes in SW480 and HT29 cells. **D** Migration of THP1 after co-cultured with stable expressing GFP and MDM4 colon cancer cells SW480. **E** The relative mRNA expression in THP1 which was co-cultured with stable expressing GFP and MDM4 colon cancer cells SW480. * *p* < 0.05; **p < 0.01

### Antitumor efficacy of small molecule MDM4 inhibitor

To further validate the therapeutic potential of MDM4, we conducted study on the small molecule MDM4 inhibitor, NSC146109, in different tumor cell lines (kidney cancer: 786-O; breast cancer: MCF-7; lung cancer: A549; colon cancer: HCT116). NSC146109 is a pseudourea derivative and its molecular formula is C_17_H_17_CIN_2_S (Fig. 8A). We first determined the IC_50_ value in four cell lines to evaluate the concentration used in subsequent experiments. The IC_50_ of NSC146109 in 786-O is 1.340 μM, and 1.187 μM in MCF-7, 1.170 μM in A549, 4.277 μM in HCT116 (Fig. 8B). Next, the western blot clearly suggested that the MDM4 protein expression was strongly abrogated by NSC146109 (Fig. 8C, Additional file 1: Fig. S5). Colony formation experiment was conducted to verify the impact of low MDM4 expression on the growth and proliferation potential. Although the cell proliferation rates differed in four tumor types, they were all significantly inhibited by NSC146109 (Fig. 8D). After that, we further explored whether it could increase the sensitivity to chemotherapy agents in cancer cells. As shown in Fig. 8E, there was a significant decrease in oxaliplatin IC_50_ in NSC146109-treated groups compared to DMSO-treated groups. It has been recently shown that MDM2 inhibitor can induce the senescence by activation of p53 [21], so we speculated whether inhibition of MDM4 expression would behave in the same way. Finally, we assayed the SA-β-galactosidase activity, and the results indicates that 786-O, MCF-7, and A549 presented different degrees of senescence response after treatment with NSC146109 (Fig. 8F). All the results above demonstrate targeting MDM4 offers a promising approach for antineoplastic therapy.

**Fig. 8:**
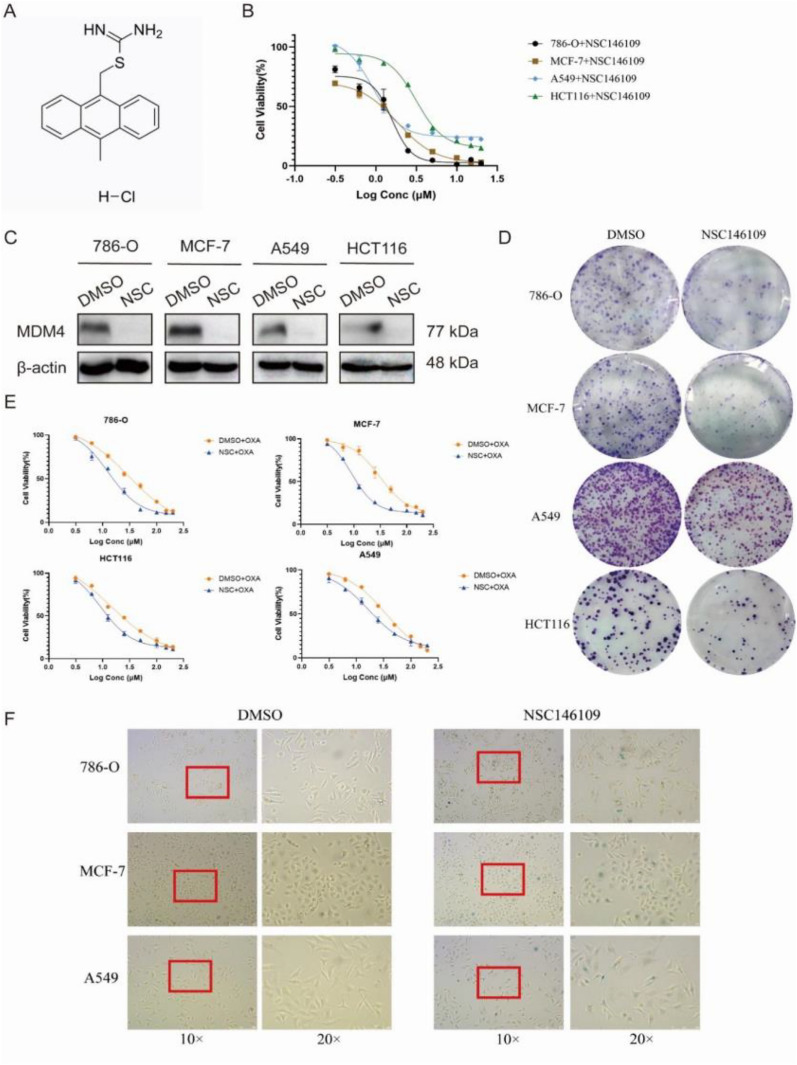
Antitumor efficacy of NSC146109 in kidney, breast, lung and colon cancer cell lines. **A** Chemical structure formula of NSC146109. **B** The 50% inhibitory concentration (IC_50_) of NSC146109 in four cell lines. **C** Western blot bands of MDM4 protein in four cell lines. **D** Colony formation assay after treatment with NSC146109. **E** Cell viability following oxaliplatin exposure detected by CCK8 assay. **F** Senescence-associated β-galactosidase activity assay after treatment with NSC146109. NSC, NSC146109; OXA, oxaliplatin

## Discussion

*MDM4* is indispensable for extensive life activities regulated by p53. Its germline missense mutation may cause dyskeratosis congenita and concomitant decreased telomere length or bone marrow failure [22]. *MDM4*-knockout in mice aggravates embryonic lethality mediated by p53, which might be rescued by p53 loss. However, *MDM4* amplification is often viewed as the markers of malignancy such as retinoblastomas. Through analysis of 1015 primary and 358 metastatic melanomas, Taylor E Aronff et al. [23] found that amplifications of *MDM4* are associated with higher rate of metastasis, poorer therapeutic efficacy of immunotherapy and lower overall survival in metastatic melanomas. MDM4 protein can also disrupt double-strand DNA break repair and inhibit the DNA damage response signaling pathway, resulting in genome instability [24]. This explains correlations between MDM4 and oncogenic mutations above.

As the tumor-driving proteins, MDM4 and MDM2 often exert synergistic effects in a p53-dependent manner. MDM4 and MDM2 protein can bind to p53 protein through protein–protein interactions to prevent its expression under stress conditions and then inactivate or weaken its transcriptional function. The C-terminal of MDM2 is a Ring domain with E3 ubiquitin ligase activity, which can ubiquitinate p53, thereby causing its degradation and loss of function. Although MDM4 and MDM2 have a high degree of similarity, the Ring domain of MDM4 has no E3 ubiquitin ligase function to degrade p53 [25]. However, in vitro studies have shown that MDM4 mainly attenuates p53 transcriptional activity instead of its protein stabilization. There is evidence that MDM4 interacts with topoisomerase IIα (TOP2A) and thereby enhances the repressive effect on p53 expression [26]. On the other hand, MDM4 directly binds to MDM2 and promotes its regulatory function of p53. The study by Jing Yang et al. [27] reported that MDM4 potentiates MDM2 E3 ligase function through the recruitment of UbcH5c and brings about p53 degradation in vivo. Moreover, MDM4 is not just limited to the regulation of p53. It could independently modulate DNA maintenance, lipid storage, and estrogen signaling [28]. Venkatesh et al. believed that MDM4–MDM2 complex disrupts lipid metabolism to favor ferroptosis by increasing PPARα activity [29]. In our research, we found that high MDM4 expression significantly activates Wnt, MAPK, JAK-STAT, TGF-β or some other oncogenic signaling pathways. Consistently, previous study had shown that MDM4 is a physiological inhibitor of CK1α and disruption of MDM4-CK1α interaction in vivo reduces Wnt/β-catenin pathway expression [30]. This phenomenon has been observed even in acute myeloid leukemia [31]. Recent study differs from our research in that the wild-type p53 cell line was selected to investigate the regulation of transcriptomics by MDM4 in primary uveal melanoma [32]. The results showed that cell cycle regulatory genes were repressed and cell death activating genes were stimulated upon MDM4 depletion. Knockdown of MDM4 had a less inhibitory effect on growth in the presence of FOXO depletion. This reveals that MDM4 appeared to act as an oncogene by regulating FOXO tumor suppressor function.

With the development of medical technology, immunotherapy has become the fourth treatment method for cancer, only after surgery, chemotherapy and radiotherapy [33]. The immune system plays an essential role in the recognition and elimination of foreign entities, construction of a vital defense mechanism, and maintenance of internal homeostasis [34]. It has been shown that MDM4–Ser314 phosphorylation-mediated p53 regulation can promote M1 polarization in macrophages, thereby generating an immunosuppressive microenvironment that promotes tumor progression [35]. Our findings also validate some transcriptional changes of immune-related molecules when MDM4 is overexpressed. DDX58 belongs to a family of cytosolic pattern recognition receptors (PRR), which can detect viral RNA followed by facilitating an innate immune response [36]. It regulates IRF3-, IRF-dependent expression of type 1 and type III interferons and the NF-κB-dependent expression of proinflammatory cytokines [37]. TNFSF18 protein, GITRL, is a specific ligand for the tumor necrosis factor (TNF) receptor family-related protein [38]. Once they are activated, they stimulate each other and activate intracellular signals to regulate immune function. CHST4 encodes an N-acetylglucosamine 6-O sulfotransferase involved in lymphocyte trafficking and homing [39]. Zhang et al. [40] found that CHST4 expression is associated with immune cell infiltration such as B cells, CD4 + T cells, macrophages, dendritic cells, and neutrophils. The mechanisms underlying these changes are worth further in-depth study.

Because of the remarkable carcinogenic properties of MDM4, many peptide-based and small-molecule inhibitors of MDM4 have been developed, including NSC146109 (XI-011), NSC207895 (XI-006), RO-5963, SJ-172550 and so on. A 12-residue peptide (pDI) was discovered as MDM4 inhibitor, mainly due to the cocrystal structure of pDI/MDM4 displaying identical binding sites to the p53 peptide on three key hydrophobic residues [41]. NSC146109 (XI-011), one of small-molecule MDM4 inhibitors, was proven effective in liver, breast, cervical, head and neck cancer [42–45]. In concordance with our experimental results, it inhibits cell proliferation, suppresses tumor cell growth and enhances the cytotoxicity of cisplatin in vivo and in vitro. Among those, MDM4 depletion is thought to augment gemcitabine sensitivity by impacting DNA damage/repair in a p53-independent fashion [46]. As for the mechanism of triggering cellular senescence, it is well-reported that the knockout of MDM4 markedly increased the key regulator, p27, even in p53-mutant human prostate cancer cells [47]. Hence, further studies are needed to figure out whether MDM4 works through direct or indirect effects. In addition to selective MDM4 inhibitor, there is dual MDM2/MDM4 inhibitor that binds to MDM4 with weaker affinity than MDM2. Such dual inhibitors have tended to focus on p53/MDM2/MDM4 interactions instead of MDM4 per se. ALRN-6942, currently the only drug now in early-phase clinical trials, exhibits the activation of wild-type p53 following by dual inhibition of MDM2 and MDM4 [48]. It may contribute to specific targeted therapies for myeloid neoplasms and leukemia with low side effects [49, 50], because the pharmacological effect on cell-cycle arrest effectively reduces therapeutic toxicity in treatment cycles. Recently, targeting ubiquitin specific protease 7 (USP7) was proposed as a novel treatment strategy, and the reason is that USP7 protects MDMX from ubiquitination-mediated proteasomal degradation [51]. In short, studies on MDM4 inhibitors drive the R&D of new targeted drugs.

In this work, we did not further explore the different expression genes obtained from transcriptomic sequencing, nor did we delve into the pathways by which MDM4 affects tumor cell immune infiltration. Given the multi-functional nature of MDM4, the detailed mechanism and involved pathway of MDM4 in tumor needed further investigation.

As a whole, *MDM4* is universally upregulated in a raft of tumors, and its overexpression correlates with the pathological staging and clinical prognosis of patients with different kinds of tumors. *MDM4* expression positively correlates with TMB, HRD, MSI, LOH and the score of immune cell, and its effect on tumor immune function varies according to tumor type. The small-molecule inhibitor of MDM4, NSC146109, exhibits the tumor-suppressive activity in multiple cancer cell lines such as breast, kidney, lung and colon cancer. Our study is the first attempt to perform a pan-cancer analyses of MDM4, which confirms the importance of MDM4 in tumor diagnosis, helps to explore its mechanism in tumor development, and provides better options for successful implementation of targeted therapies.

### Supplementary Information

**Additional file 1**. **Table 1.** Primer sequences for qPCR experiment. **Figure 1.** Diagnostic Effectiveness of MDM4. (A, B, C, D) Receiver Operating Characteristic Curve analysis for the expression levels of MDM4 in HNSC, KICH KIRC and READ. Correlation between the MDM4 expression and clinical stages of HNSC (E), pathologic stage of THCA (F), WHO grade of GBMLGG (G), histologic grades of LIHC(H), and histological type of ESCA(I). **Figure 2.** Kaplan-Meier survival curves of MDM4 in cancers. Kaplan-Meier survival curves for overall survival in PCPG (A), PRAD (B) and THYM (C). Kaplan-Meier survival curves for disease specific survival in ACC (D), PAAD (E), and PRAD (F). Kaplan-Meier survival curves for progress free interval in GBMLGG (G), KICH (H) and READ (I). **Figure 3.** Mutation waterfall plot of MDM4. Mutation waterfall plot between the high vs. low MDM4 expression groups in COAD(A), STAD(B) and PRAD(C). **Figure 4.** Heat map showing MDM4 immune infiltration level. Heat map showing the level of immune cell infiltration with IPS (A) and MCPcounter (B) algorithm. **Figure 5.** Detection of MDM4 protein in Huh7 and SW480 cell lines treated with/without MDM4 inhibitor NSC146109 using Western-blot.

## Data Availability

This paper involves all data come From the UCSC database (https://xenabrowser.net/), Cancer Cell Line Encyclopedia database (https://sites.broadinstitute.org/ccle), Human Protein Atlas (https://www.proteinatlas.org/), TCGA database (https://portal.gdc.cancer.gov/) and GDC (https://portal.gdc.cancer.gov/). The RNA-seq data from this study have been deposited to the GEO database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE243108) and assigned the identifier GSE243108.

# Supplementary material for: MDM4 was associated with poor prognosis and tumor-immune infiltration of cancers
**Source:** Eur J Med Res. 2024 Jan 27;29:79. doi: 10.1186/s40001-024-01684-z
**Supplement:** Supplementary file 1 — Additional file 1. Table 1. Primer sequences for qPCR experiment. Figure 1. Diagnostic Effectiveness of MDM4. (A, B, C, D) Receiver Operating Characteristic Curve analysis for the expression levels of MDM4 in HNSC, KICH KIRC and READ. Correlation between the MDM4 expression and clinical stages of HNSC (E), pathologic stage of THCA (F), WHO grade of GBMLGG (G), histologic grades of LIHC(H), and histological type of ESCA(I). Figure 2. Kaplan-Meier survival curves of MDM4 in cancers. Kaplan-Meier survival curves for overall survival in PCPG (A), PRAD (B) and THYM (C). Kaplan-Meier survival curves for disease specific survival in ACC (D), PAAD (E), and PRAD (F). Kaplan-Meier survival curves for progress free interval in GBMLGG (G), KICH (H) and READ (I). Figure 3. Mutation waterfall plot of MDM4. Mutation waterfall plot between the high vs. low MDM4 expression groups in COAD(A), STAD(B) and PRAD(C). Figure 4. Heat map showing MDM4 immune infiltration level. Heat map showing the level of immune cell infiltration with IPS (A) and MCPcounter (B) algorithm. Figure 5. Detection of MDM4 protein in Huh7 and SW480 cell lines treated with/without MDM4 inhibitor NSC146109 using Western-blot.

**Supplementary Table 1. Primer sequences for qPCR experiment**.

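The table gives a forward and a reverse primer for each gene measured by qPCR. The pairs for *MDM4*, the 8 genes of Fig. 7C and *GAPDH* were matched without mismatches to the transcripts of GENCODE release 29 on GRCh38, and the stretches they amplify lie in coding sequence. The remaining pairs of the table were not analysed here. The *MDM4* pair spans 89 bases in exon 11 on chromosome 1 from 204549289 to 204549377 and matches 10 of 17 annotated transcripts. The *CHST4* pair spans 198 bases in exon 3 on chromosome 16 from 71537207, the *TNFSF18* pair 127 bases in exon 3 on chromosome 1 from 173041580, the *OAS1* pair 161 bases in exon 3 on chromosome 12 from 112911059, and the *IFIT3* pair 103 bases in exon 2 on chromosome 10 from 89339258. The next 5 pairs cross introns. The *DDX58* pair amplifies 116 bases from exons 15 and 16 on chromosome 9, the *XAF1* pair 196 bases on chromosome 17, the *IFI27* pair 111 bases from exons 4 and 5 on chromosome 14, and the *IFI44* pair 129 bases on chromosome 1. The *GAPDH* pair amplifies 123 bases from exons 6 and 7 on chromosome 12. In the SW480 RNA sequencing, *GAPDH* was at 3549 ± 163 FPKM (SD, n = 3) in control and 3467 ± 143 FPKM (SD, n = 3) in MDM4 libraries (exact two-sided permutation test, p = 0.6).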

| Gene | NCBI Accession number | Forward/Reverse | Sequence |
| --- | --- | --- | --- |
| CHST4  (human) | NM_001166395.2 | forward | 5’- AGGAGGTGCGCTTCTTCAAC-3’ |
|  |  | reverse | 5’- AGGGTTGGTCCTCCTTCTTG-3’ |
| TNFSF18  (human) | NM_005092.4 | forward | 5’- ACCCTCAAAATGGCAAATGGC-3’ |
|  |  | reverse | 5’- GTAGTTTGCATTGGGAGCCAC-3’ |
| DDX58  (human) | NM_001385910.1 | forward | 5’-GCTGATGAAGGCATTGACATTG-3’ |
|  |  | reverse | 5’- CACTTGCTACCTCTTGCTCTT-3’ |
| OAS1  (human) | NM_001406022.1 | forward | 5’- ACTGGCGGCTATA AACCTAACC-3’ |
|  |  | reverse | 5’- TTGACTAGGCGGATGAGGCT-3’ |
| XAF1  (human) | NM_001353137.2 | forward | 5’- GGGTAAATGTTGTCCAGACTCAG-3’ |
|  |  | reverse | 5’- GCTTCTTGGTGCTTTCTTTGATG-3’ |
| IFI27  (human) | NM_001288952.2 | forward | 5’- AGCCTTGTGGCTACTCTGC-3’ |
|  |  | reverse | 5’- GTAGAACCTCGCAAT GACAGC-3’ |
| IFI44  (human) | NM_006417.5 | forward | 5’-AGTTGGTAAACGCTGGTGTGG-3’ |
|  |  | reverse | 5’- GGACTTCCTCTAGCTTGGACCT-3’ |
| IFIT3  (human) | NM_001031683.4 | forward | 5’- GCTGAGTCCTGATAACCAATACG-3’ |
|  |  | reverse | 5’- TTCCAAGGCTTCTTCAACAAACT-3’ |
| GAPDH  (human) | NM_001357943.2 | forward | 5’- GGTGTGAACCAT GAGAAGTATGA-3’ |
|  |  | reverse | 5’- GAGTCCTTCCACGATACCAAAG-3’ |
| iNOS  (human) | NM_031252.2 | forward | 5’- TCACCTACTTCCTGGACATCAC-3’ |
|  |  | reverse | 5’- GAACTTCCACTTGCTGTACTCTG-3’ |
| CD80  (human) | NM_001314054.1 | forward | 5’- GGAATACAACCAAGCAAGAGCAT-3’ |
|  |  | reverse | 5’- TAGGTCAGGCAGCATATCACAA-3’ |
| STAT6  (human) | NM_001311083.1 | forward | 5’- GAGCCACTACAAGCCTGAAC-3’ |
|  |  | reverse | 5’- GCCATTCCAAGGTCATAAGAAGG-3’ |
| ARG1  (human) | NM_001037859.2 | forward | 5’- GGAAGACACCAGAAGAAGTAACTC-3’ |
|  |  | reverse | 5’- GGTTAAGGTAGTCAATAGGCTTGT-3’ |
| MDM4  (human) | NM_001204172.2 | forward | 5’- TGATTGTCGAAGAACCATTTCGG-3’ |
|  |  | reverse | 5’- TGCAGGGATCAAAAAGTTTGGAG-3’ |

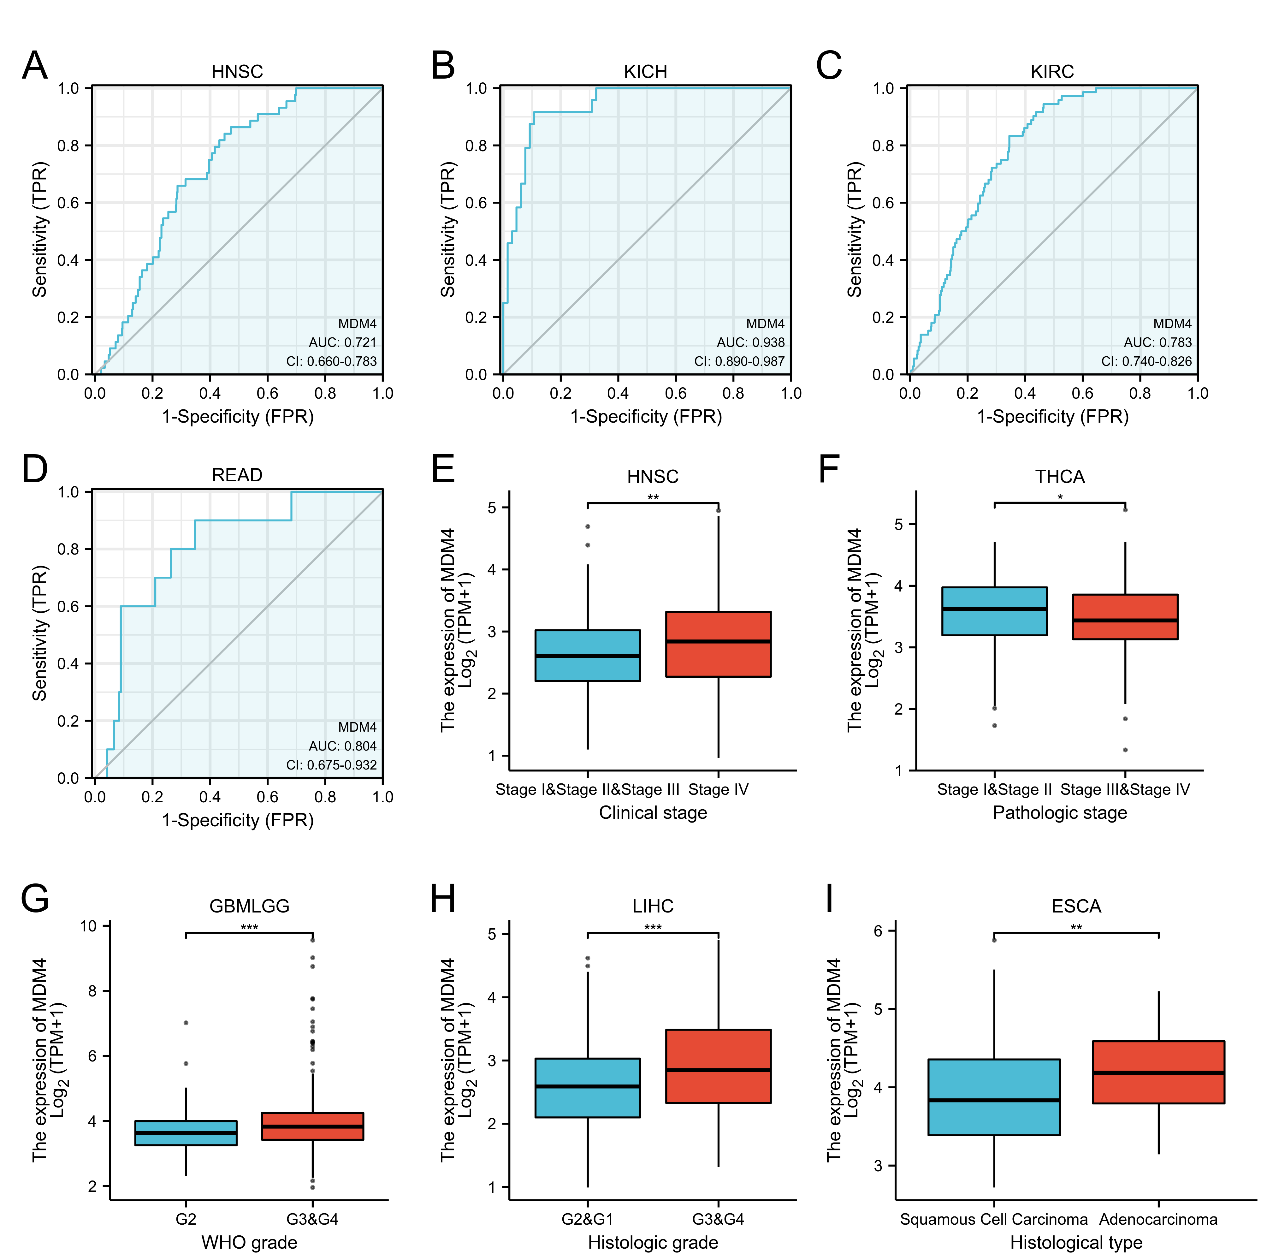

**Supplementary Figure 1. Diagnostic Effectiveness of MDM4.** (A, B, C, D) Receiver Operating Characteristic Curve analysis for the expression levels of MDM4 in HNSC, KICH KIRC and READ. Correlation between the MDM4 expression and clinical stages of HNSC (E), pathologic stage of THCA (F), WHO grade of GBMLGG (G), histologic grades of LIHC(H), and histological type of ESCA(I).

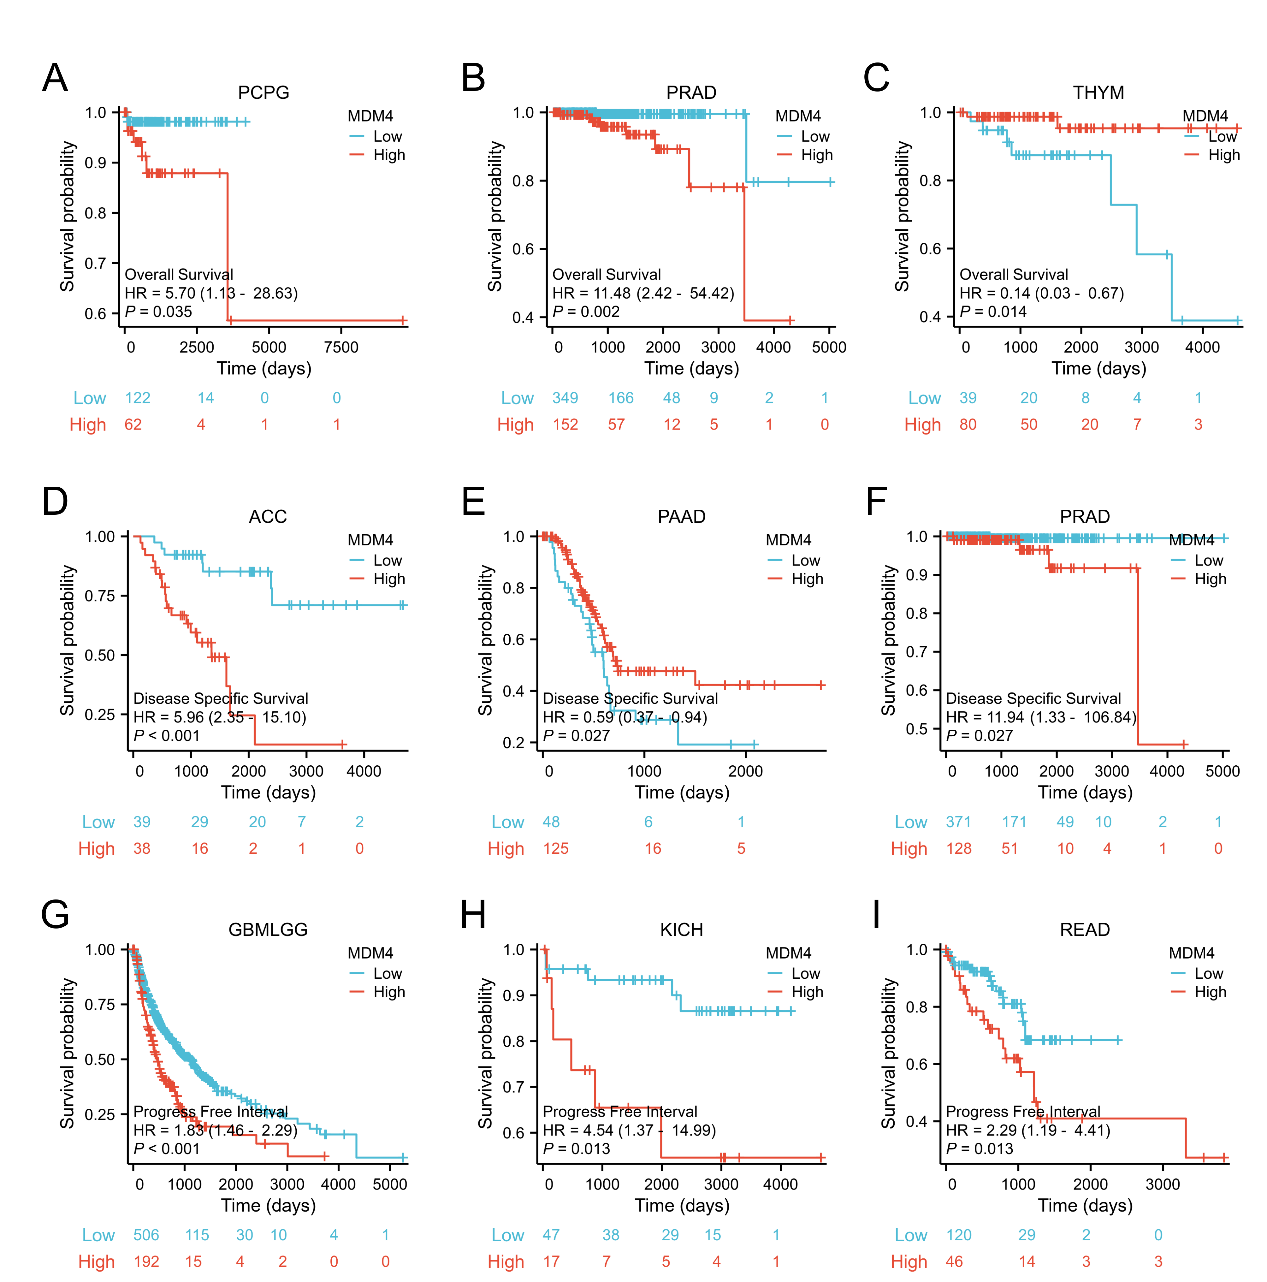

**Supplementary Figure 2. Kaplan-Meier survival curves of MDM4 in cancers.** Kaplan-Meier survival curves for overall survival in PCPG (A), PRAD (B) and THYM (C). Kaplan-Meier survival curves for disease specific survival in ACC (D), PAAD (E), and PRAD (F). Kaplan-Meier survival curves for progress free interval in GBMLGG (G), KICH (H) and READ (I).

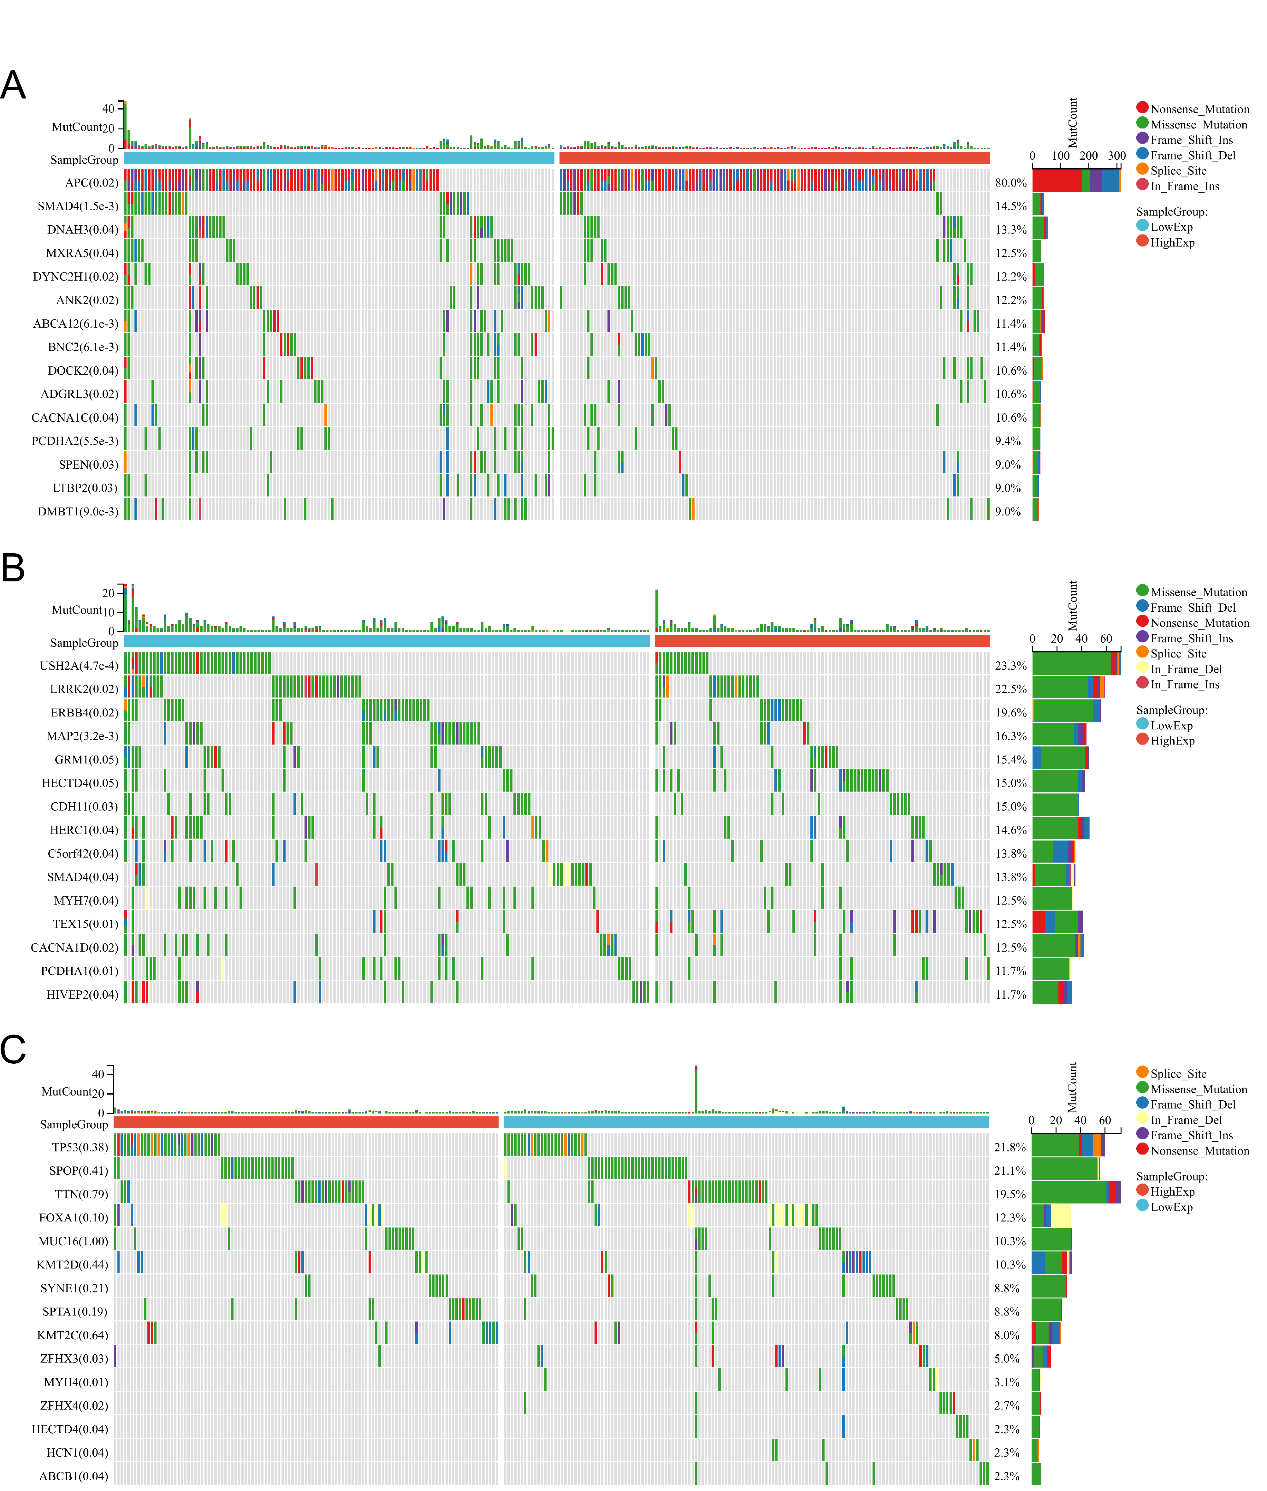

**Supplementary Figure 3. Mutation waterfall plot of MDM4.** Mutation waterfall plot between the high vs. low MDM4 expression groups in COAD(A), STAD(B) and PRAD(C).

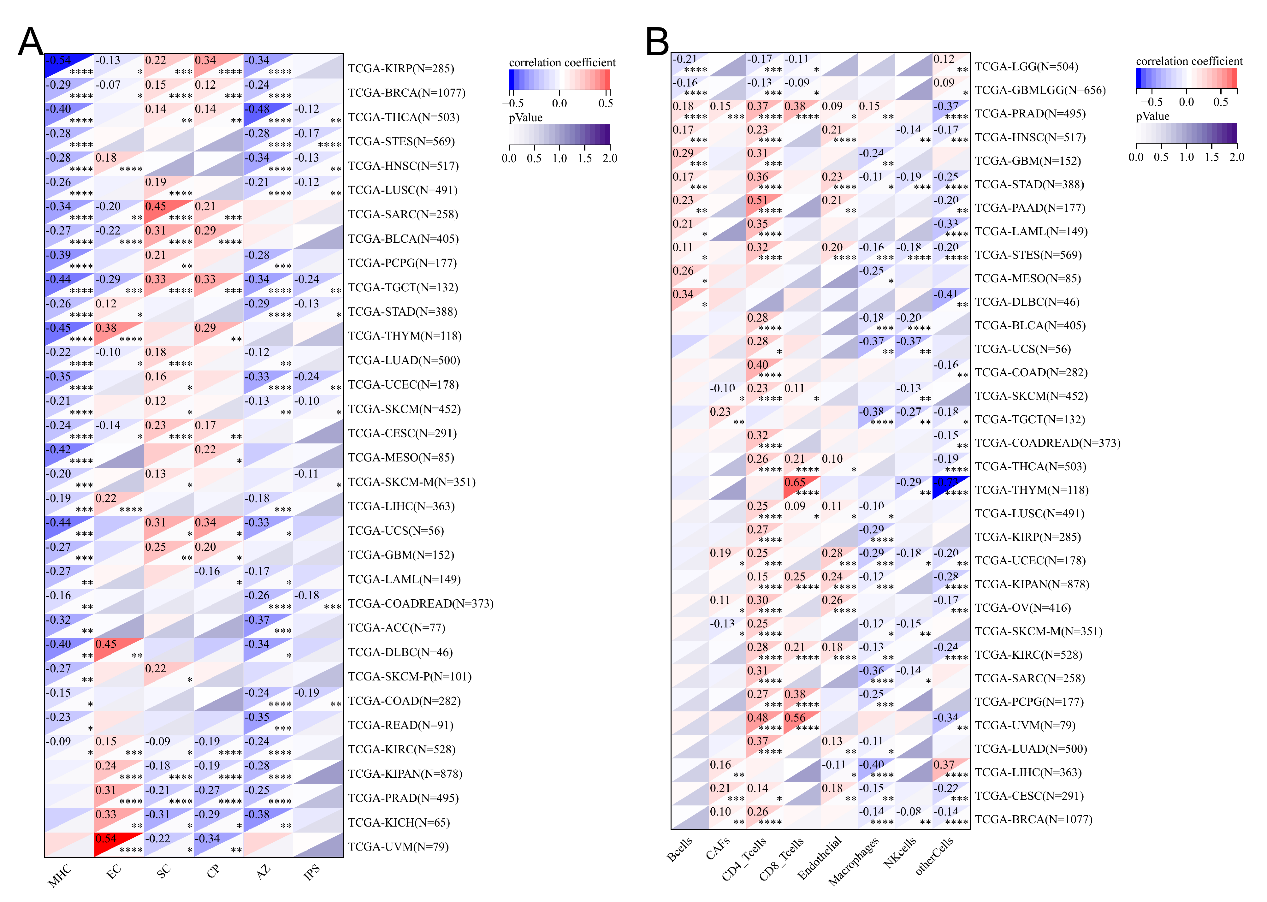

**Supplementary Figure 4.** **Heat map showing MDM4 immune infiltration level.** Heat map showing the level of immune cell infiltration with IPS **(A)** and MCPcounter **(B)** algorithm.

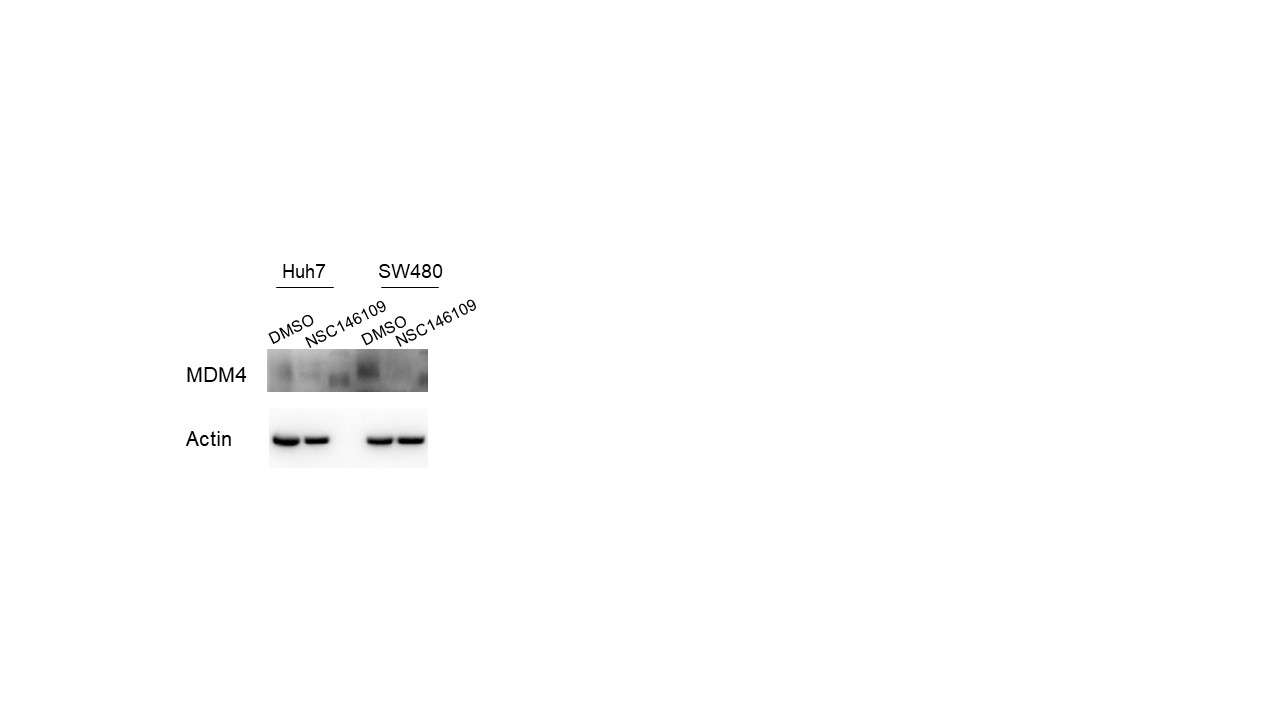

**Supplementary Figure 5. Detection of MDM4 protein in Huh7 and SW480 cell lines treated with/without MDM4 inhibitor NSC146109 using Western-blot.**

How the deposited data were processed for this re-analysis (not part of the article)

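RNA sequencing of SW480 cells was used, with 3 control libraries and 3 libraries of cells transfected with MDM4 plasmids. The columns of the table carry only a letter and a number, which were read as the control and MDM4 groups and their replicate numbers. The sample labels call the second group 'exercised'. It was read as the MDM4 group because it is the only group other than control. *MDM4* itself was higher in each MDM4 library than in each control library. The qPCR, the co-culture with THP-1 cells, the HT29 cells and the public cancer datasets of the paper were not analysed here.

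The authors deposited FPKM values, that is, reads they counted on each gene divided by a gene length and by the library's total, for 19225 symbols, of which 2036 were 0 in every library. Column totals were between 389031 and 404970, so the values are not TPM. In each library the values of a gene are whole multiples of 1 step, and from these steps the reads were recovered for 17189 of 17189 genes above 0 (100%). The recovery was tested on simulated data, where 99.9% of 2719 genes came back, apart from any factor common to all 6 libraries. Such a factor cannot be seen from the steps, so the reads of a gene could be too low. The simulated genes had reads in every library and left out the most abundant ones. Genes at 0 in some libraries and the most abundant genes were thus not tested. Control replicates 1 to 3 had 43947698, 35061854 and 39596667 recovered reads and MDM4 replicates 1 to 3 had 35771582, 34115448 and 32529745. The 10 most abundant genes took between 3.95% and 4.37% of the reads. Recovered reads were used for depth, for reads per gene and for the voom alternatives.

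The log2 of FPKM + 0.1 was fitted with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with trend) for the 12884 genes with a mean of at least 0.5 FPKM, without a block, and p-values were adjusted by the Benjamini-Hochberg method. A DEG had an adjusted p under 0.05 and an absolute log2 fold change over 1. On simulated values of the 12884 genes with 200 genes changed up or down by the same fold, 100% of the changed genes and 0 unchanged genes were called. With the shift of replicate 3 seen in the data these were 98% and 0. The simulation set a small spread between libraries and gave both groups the same shift. It thus tests the code and does not give the power in these data, where *MDM4* itself had an adjusted p of 0.161 from limma. Single values were compared with exact two-sided permutation tests in scipy 1.17.1, for which 0.1 is the smallest p that 3 against 3 libraries allow. Tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots with matplotlib 3.10.9.

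No annotation of GO or KEGG terms was used here. In its place, 12 lists of well-known members, written from general knowledge, were tested with camera (preset correlation 0.01), and the lists were interferon-stimulated genes, MHC class I antigen presentation, CXC chemokines, cytokines, NF-κB target genes, the RIG-I-like receptor pathway, the PARP family, p53 target genes, Wnt/β-catenin target genes, cell cycle genes, unfolded protein response genes and ribosomal protein genes. Enrichment of DEGs used Fisher's exact test with the tested genes as background, which counts each gene as independent. Genes named in the text are *MDM4*, the 8 genes of Fig. 7C, *MDM2*, *CSNK1A1*, *TOP2A*, *CDKN1B* and *USP7*, which the paper names, and DEGs. Other genes were chosen after their values were seen, and this is said where they are named. Gene positions and primer matches come from GENCODE release 29 on GRCh38.

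The replicate numbers were taken to pair the libraries where each same-numbered pair deviated together. Taking each library's deviation from the mean of its group across genes, same-numbered libraries correlated at 0.46, 0.45 and 0.78 in replicates 1 to 3. Replicates 1 and 2 also correlated with each other across the groups at 0.46 and 0.44, while replicate 3 went against them at -0.56 to -0.62, a sign that centring on 3 libraries favours. The check thus sets replicate 3 apart and does not tell replicates 1 and 2 from each other. These correlations are across genes, which are not independent replicates. The labels and the paper give no batch, day or donor for the numbers. The fit with the replicate number as a block was set as an alternative before the data were examined, as were other pseudocounts, filters and scalings, eBayes without trend, each library left out in turn, a lower threshold on the fold change, fry, an estimated correlation, and the lists without the genes of Fig. 7C. Comparisons over replicates 1 and 2 alone, a batch term for replicate 3, voom on the recovered reads and fry with the block were added after the data were seen.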

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

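Only the tests of the scaling were chosen before their result was seen, and the other tests in this part were chosen afterwards. A difference between groups of replicates drew attention. In limma, a term for the difference between the effect of MDM4 in replicate 3 and its effect in replicates 1 and 2 had an adjusted p under 0.05 in 25 of 12884 genes, against 293 at an unadjusted p under 0.05. Of the 25 genes, 24 were higher relative to control in replicate 3 than in replicates 1 and 2, and 19 are interferon-stimulated genes of the list. With replicate 3 holding 1 library per group, the term rests on 1 pair of libraries. Over the list, the median of the term was 1.02 on the log2 scale (camera adjusted p = 7.96e-117, with its preset correlation; fry was not run for this term).

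The tables argue against several explanations of the loss of the fall in replicate 3. A scaling difference was tested by rescaling the libraries. The median difference of the list over replicates 1 and 2 together was -0.96 with TPM scaling, -0.99 with median ratio scaling and -0.97 with quantile normalization. In replicate 3 it was 0.06, 0.02 and -0.01 with the same scalings, so rescaling did not bring the fall back. A swap of libraries was tested by the level of *MDM4*, and the lowest MDM4 library was 7.94-fold above the highest control library. An equal shift of replicate 3 in both groups cancels from the difference between same-numbered libraries, so the next values restate the pattern and do not test it. Relative to replicates 1 and 2, the median of the list was -0.80 in control replicate 3 and 0.31 in MDM4 replicate 3. With quantile normalization these medians were -0.95 and 0.16. The lower *MDM4* level of MDM4 replicate 3, at 0.301 of the mean of the other two, cannot act on the controls, where 47 of 54 genes of the list were lower in replicate 3.

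Other explanations stay open. In the MDM4 libraries, the list was higher in replicate 3 than in replicates 1 and 2 by a median of 0.31, with 8 of 54 genes lower. The median was 0.32 with TPM scaling and 0.24 with median ratio scaling. It was 0.16 with quantile normalization, with 15 of 54 genes lower. A weaker effect of less *MDM4* cannot be told apart from other differences of MDM4 replicate 3, because 1 library carries it. A candidate explanation for the controls is an interferon response in control replicates 1 and 2 that control replicate 3 lacked. Reads of the interferon lambda genes *IFNL1*, *IFNL2* and *IFNL3* together numbered 109, 117 and 0 in control replicates 1 to 3, and 2, 0 and 5 in MDM4 replicates 1 to 3. *IFNB1* had 1, 3 and 0 reads in the controls. These genes were noticed among the lowest before they were tested and belong to the response they would explain, so the counts do not decide whether the controls responded to the transfection or MDM4 lowered the response. A biological difference between the transfections, which the design does not name, was not tested.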

How the results depend on the processing

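Recomputing 34 results under 729 alternatives in all, counted over results and settings, kept the direction of *MDM4*, of the 8 genes of Fig. 7C and of the lists of interferon-stimulated genes, MHC class I antigen presentation, CXC chemokines, cytokines, NF-κB target genes, the RIG-I-like receptor pathway, the PARP family and p53 target genes in every setting run. On log2 FPKM, the block, the batch term, eBayes without trend, fry and an estimated correlation cannot change a fold change or median. Replicate 3 alone was not a setting. There the medians of interferon-stimulated genes (0.01), the RIG-I-like receptor pathway (0.0025) and the PARP family (0.03) were positive, as were *OAS1* (0.07) and *DDX58* (0.06). The other genes and lists named kept their direction there. The log2 fold change of *MDM4* was from 4.03 to 4.91 across the fits that each left out 1 library. It was 4.33 with the replicate block and with a batch term for replicate 3, 4.78 over replicates 1 and 2 only, 4.44 with voom and the replicate block and 4.80 with voom over replicates 1 and 2 only, and in these settings and without control or MDM4 replicate 3 its adjusted p fell below the threshold.

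The number of DEGs was 0 with pseudocounts of 0.5 and 1, without the filter, with a mean of at least 1 FPKM, with TPM scaling, median ratio scaling, quantile normalization, eBayes without trend, a lower threshold on the fold change and voom, with between 202 and 415 genes at an unadjusted p under 0.05 in these settings. It was 2 with the replicate block, 1 higher and 1 lower, with 2 genes at an adjusted p under 0.05 and 1624 at an unadjusted p under 0.05. The batch term gave 2 DEGs, 1 higher and 1 lower, 2 genes at an adjusted p under 0.05 and 1631 at an unadjusted p under 0.05. Among the settings chosen after the data were seen, replicates 1 and 2 only gave 37 DEGs, 1 higher and 36 lower, with 74 genes at an adjusted p under 0.05, of which the lower ones held 26 interferon-stimulated genes. Voom with the replicate block gave 14, 1 higher and 13 lower, with 26 genes and 10 interferon-stimulated genes, and voom over replicates 1 and 2 only gave 37, 1 higher and 36 lower, with 65 genes and 28 interferon-stimulated genes. Across the fits that each left out 1 library there were from 0 to 16 DEGs, from 0 to 1 higher and from 0 to 15 lower, with from 0 to 21 genes at an adjusted p under 0.05 and from 0 to 13 interferon-stimulated genes among the lower DEGs. The 16 and 15 were without control replicate 3. The replicate block removes the shift of replicate 3 from the error, and on log2 FPKM it changed no other call among the named genes and lists tested with camera. With voom, adding it took the number of genes of Fig. 7C that were DEGs from 0 to 4. The cause of the other changes was not tested.

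Of the 8 genes of Fig. 7C, 4 were DEGs over replicates 1 and 2 only, 4 with voom and the replicate block, 5 with voom over replicates 1 and 2 only, and from 0 to 4 across the fits that each left out 1 library. Adjusted over the list alone, 8 passed over all libraries and from 0 to 7 across those fits. The fits that leave out a library have fewer samples.

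The medians of the lists did not change under other tests, but the calls did. With an estimated correlation, fry, and fry with the replicate block, the interferon-stimulated genes (-0.72), CXC chemokines (-0.46), cytokines (-0.22) and NF-κB target genes (-0.15) were no longer below an adjusted p of 0.05. Camera's preset correlation is low, and these tests take the correlation between genes from the libraries. The RIG-I-like receptor pathway passed the threshold over replicates 1 and 2 only (-0.047), with voom over replicates 1 and 2 only (-0.045), and without control replicate 3 or MDM4 replicate 1, with medians from -0.060 to -0.0076 across the fits that each left out 1 library.

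Some directions reversed. Wnt/β-catenin target genes were from -0.42 to 0.0017 across the fits that each left out 1 library, with the positive value without control replicate 3, against -0.17 over all libraries. Cell cycle genes were at 0.0081 with TPM scaling and 0.010 with quantile normalization, and from -0.068 to 0.0044 across the fits that left out 1 library. Unfolded protein response genes were at 0.0087 with TPM scaling and 0.00078 with quantile normalization. With TPM scaling the median of all tested genes moved from -0.0091 to 0.020, by as much as these 2 lists, so that they did not reverse relative to all genes there. With quantile normalization that median was 0.0026. The unfolded protein response genes stayed below it, so they did not reverse relative to all genes there either. Quantile normalization put ribosomal protein genes at 0.0077. *CSNK1A1* was from -0.0081 to 0.064, *TOP2A* from -0.032 to 0.083 and *CDKN1B* from -0.074 to 0.080 across the fits that left out 1 library, and *CDKN1B* was at -0.00034 with voom. The cause of the reversals other than those with TPM scaling and those of the unfolded protein response genes was not tested. Changes to weaker numbered 19 and to stronger 24, counted over results and settings. They cover the lists just named, MHC class I antigen presentation, the PARP family, p53 target genes and single genes other than *MDM4*. The scalings moved the median of all tested genes by less than 0.1 on the log2 scale.

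Depth limits *TNFSF18*, with 2 to 21 reads per library, and the interferon lambda genes. Of the settings named at the start, the enrichment of DEGs could not be computed where there were 0 lower DEGs.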

Differences from the paper's values

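The paper reports 227 DEGs, 98 higher and 129 lower with MDM4. The fit over all 6 libraries without a block gave 0 DEGs, 0 higher and 0 lower, with 222 genes at an unadjusted p under 0.05. The paper's text does not state its thresholds for a DEG, and no setting here used an unadjusted p for the call. In this fit, 35 genes had an absolute log2 fold change over 1. The paper's 227 were thus out of reach there at any p-value. None of the alternatives set before the data were examined closed the gap. The nearest of them, without control replicate 3, gave 16 DEGs, 1 higher and 15 lower. Replicates 1 and 2 only and voom over the same libraries, both chosen after seeing the values, gave 37 DEGs each, 1 higher and 36 lower, which left the gap open as well.

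The paper takes *XAF1*, *OAS1*, *IFI27*, *IFIT3*, *IFI44*, *DDX58*, *CHST4* and *TNFSF18* from its sequencing as examples of changed immune genes, and 0 of the 8 were DEGs in the fit over all 6 libraries without a block. *XAF1*, *OAS1*, *IFI27* and *IFIT3* were DEGs without control replicate 3, an alternative set before the data were examined, and also over replicates 1 and 2 only and with voom and the replicate block, chosen after seeing the values. None of them was a DEG in the other fits that each left out 1 library. Voom over replicates 1 and 2 only, chosen after seeing the values, called these 4 and *IFI44*. *DDX58*, *CHST4* and *TNFSF18* were DEGs in none of the settings run.

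Fig. 7B lists enriched terms for viral defense, chemokine receptors, cytokines, ADP-ribosyltransferases and the RIG-I-like receptor pathway. Enrichment could not be computed in the fit over all 6 libraries without a block, where there were 0 DEGs. Lower DEGs were enriched in interferon-stimulated genes without control replicate 3 (13 of 15, Fisher's exact test, adjusted p = 4.42e-29), an alternative set before the data were examined, and in cytokines (2 of 15, adjusted p = 0.00420). The other fits that each left out 1 library gave 0 or 1 DEGs. Control replicate 3 had the interferon-stimulated genes lower than control replicates 1 and 2 (median -0.80, 47 of 54 genes). Leaving it out thus favours the call. Among the settings chosen after seeing the values, interferon-stimulated genes were enriched with voom and the replicate block over all 6 libraries (10 of 13, adjusted p = 2.35e-21), over replicates 1 and 2 only (26 of 36, adjusted p = 8.00e-56) and with voom over replicates 1 and 2 only (28 of 36, adjusted p = 4.81e-62). Both settings over replicates 1 and 2 also called cytokines (adjusted p = 7.64e-04) and the RIG-I-like receptor pathway (adjusted p = 8.20e-04) in this test. Some genes of these lists are also in another list, so these calls are not separate evidence. Fisher's exact test counts each gene as independent, so its p-values do not measure the spread between libraries. Tested as whole lists, the RIG-I-like receptor pathway and the PARP family each had a camera adjusted p of 0.110. Without control replicate 3, an alternative set before the data were examined, both passed the threshold (0.00242 and 0.0100), as did the RIG-I-like receptor pathway without MDM4 replicate 1 (0.0468). Both also passed over replicates 1 and 2 only (0.00541 each) and with voom over replicates 1 and 2 only (0.00502 and 0.00286), chosen after seeing the values.

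The paper describes the interferon, cytokine, chemokine and NF-κB pathways as activated by MDM4. In the libraries the median log2 fold changes of the matching lists were negative, at -0.72 for interferon-stimulated genes, -0.22 for cytokines, -0.46 for CXC chemokines and -0.15 for NF-κB target genes. In replicate 3 alone these medians were 0.01, -0.02, -0.08 and -0.06. None of these lists passed the threshold under fry or with an estimated correlation. By the log2 fold change between groups, the genes that the paper found lower by qPCR were also lower here in every setting run. The genes it found higher were higher. Between the libraries of replicate 3 alone, *OAS1* (0.07) and *DDX58* (0.06) were not lower with MDM4.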

Other observations

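The tests of near-identical copies as a set, of the pseudoautosomal genes and of the number of DEGs over other splits were chosen after the result was seen, and the other tests in this part before.

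There are 10 ways to split the 6 libraries into 3 and 3, so that a share under 0.1 cannot be reached. All 10 splits gave 0 DEGs, as many as the real split, and 5 of the 10 gave at least as many genes at an unadjusted p under 0.05 as the 222 of the real split, with up to 3565. The other 4 of these 5 splits part 1 replicate pair only, so that their counts hold the difference of replicate 3. Of the 4 splits that part all 3 pairs, the real split had the most, 222 against 22, 84 and 153, and with the replicate block 1624 against 132, 288 and 1273. For the interferon-stimulated genes, 2 of the 10 splits gave a camera p-value as small, and 2 of the 10 brought at least 8 lists past the threshold. In both cases the second such split exchanges the replicate 3 libraries of the groups, so that replicates 1 and 2 stay apart as in the real split. For the 8 genes of Fig. 7C adjusted over the list alone, 1 of the 10 splits, the real one, gave as many. Of the same 4 splits, 1 gave as many DEGs with the replicate block as the real split, itself, and 2 gave a camera p-value as small.

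Replicate 3 differed from replicates 1 and 2 in both groups. In limma, with MDM4 as a term, 5685 of 12884 genes differed at an adjusted p under 0.05, 327 of them with an absolute log2 difference over 1, 263 higher and 64 lower in replicate 3. A different share of dividing cells would move the cell cycle genes more than other lists. Their median difference was -0.0990, with 21 of 30 lower (camera adjusted p = 0.00131), while the Wnt/β-catenin target genes were at 0.41, with 4 of 22 lower (camera adjusted p = 0.00756), and the interferon-stimulated genes at -0.23. This argues against the share of dividing cells as the whole source of the difference, and a small change of it stays open. No other explanation of this difference was tested, since neither the labels nor the paper say what the replicate numbers stand for.

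The paper does not discuss the following lists in this experiment. The 32 p53 target genes had a median log2 fold change of 0.08 with 6 lower (camera adjusted p = 0.00220), and 0.07, 0.10 and 0.04 in replicates 1 to 3. Without control replicate 2 the median was 0.05 (camera adjusted p = 0.0619), without control replicate 3 it was 0.14 (camera adjusted p = 0.00184) and without MDM4 replicate 3 it was 0.04 (camera adjusted p = 0.0374). The 22 Wnt/β-catenin target genes had -0.17 with 16 lower (camera adjusted p = 0.00863), and -0.20, -0.24 and -0.07 in replicates 1 to 3, and without control replicate 3 the median was 0.0017 (camera adjusted p = 0.213). Without MDM4 replicate 2 it was -0.03 (camera adjusted p = 0.162). Across the fits that each left out 1 library it was as low as -0.42, without MDM4 replicate 3. The 54 ribosomal protein genes had -0.04 with 42 lower (camera adjusted p = 0.00220), and -0.09, 0.04 and -0.07 in replicates 1 to 3. Their median was between -0.055, without control replicate 2, and -0.019, without control replicate 3. The call was lost without control replicate 1 (camera adjusted p = 0.216), without MDM4 replicate 3 (camera adjusted p = 0.332), over replicates 1 and 2 alone (camera adjusted p = 0.256), with TPM scaling (camera adjusted p = 0.210) and with quantile normalization (camera adjusted p = 0.291). The 30 cell cycle genes had -0.02 (camera adjusted p = 0.271). They passed the threshold without control replicate 3, with -0.07 (camera adjusted p = 0.00184), and without MDM4 replicate 2, with -0.05 (camera adjusted p = 0.00597). Lastly, the 22 unfolded protein response genes had -0.02 (camera adjusted p = 0.748), with medians between -0.049, without control replicate 2, and -0.0065, without MDM4 replicate 2. None of the 5 lists passed under fry or with an estimated correlation.

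Of other genes the paper names, *MDM2* had a log2 fold change of 0.28 (standard error 0.14), and 0.30 over replicates 1 and 2 alone. It was between 0.19 and 0.40 across the fits that each left out 1 library. *USP7* had 0.05, and between 0.013 and 0.11 across the same fits. *TOP2A* had 0.04, *CSNK1A1* 0.03 and *CDKN1B* 0.00039. These 5 genes each had an adjusted p of 1.00 from limma. *CSNK1A1* was at 127 ± 6.47 FPKM (SD, n = 3) in control and 129.6 ± 1.66 FPKM (SD, n = 3) in MDM4 libraries.

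Of the 35 genes with an absolute log2 fold change over 1, 18 are in the list of interferon-stimulated genes. Named after their values were seen, *IFI6* had a log2 fold change of -2.29 (standard error 0.72), *MX1* -2.01 (standard error 0.60) and *IFITM1* -1.63 (standard error 0.38), each with an adjusted p of 1.00 from limma over all 6 libraries without a block and with every MDM4 library below every control library. Over replicates 1 and 2 alone they had -3.37 (limma adjusted p = 3.83e-10), -2.97 (limma adjusted p = 8.96e-09) and -2.35 (limma adjusted p = 8.96e-09).

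Some genes share sequence with a copy, and the authors' counting, which the paper's text does not describe, could split their reads. *CKMT1B* and *CKMT1A* were noticed this way. They share 75.5% and 72.7% of their 60-base words with another gene, below the 80% of the set tested below, so they are not in it. The summed FPKM of both had a log2 fold change of -1.15, so that reads moving between the copies do not explain the fall of *CKMT1B* (-1.34), while *CKMT1A* had -0.41. As a set, 97 tested genes share at least 80% of their 60-base words with another gene, and their median within-group SD was 0.257 on the log2 scale, against 0.228 in random lists of the same expression, of which 92.3% of 10000 were lower. This leaves open whether shared reads may widen the spread of such genes. *CD99*, in the pseudoautosomal region that X and Y share, was at 38.9, 32.6 and 2.37 FPKM in control and 32.3, 34.7 and 42.6 FPKM in MDM4 replicates 1 to 3. The 7 tested genes of that region had a median within-group SD of 0.962, against 0.290 in random lists, of which 100% of 10000 were lower. The pattern was seen in some of the same genes, but all 7 tested genes of the region were taken. The random lists thus argue against chance in the choice of genes for this region. Whether reads shared between X and Y cause the spread stays open.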
